# Antimicrobial peptides modulate long-term memory

**DOI:** 10.1371/journal.pgen.1007440

**Published:** 2018-10-12

**Authors:** Raquel Barajas-Azpeleta, Jianping Wu, Jason Gill, Ryan Welte, Chris Seidel, Sean McKinney, Stephane Dissel, Kausik Si

## Abstract

Antimicrobial peptides act as a host defense mechanism and regulate the commensal microbiome. To obtain a comprehensive view of genes contributing to long-term memory we performed mRNA sequencing from single *Drosophila* heads following behavioral training that produces long-lasting memory. Surprisingly, we found that Diptericin B, an immune peptide with antimicrobial activity, is upregulated following behavioral training. Deletion and knock down experiments revealed that Diptericin B and another immune peptide, Gram-Negative Bacteria Binding Protein like 3, regulate long-term but not short-term memory or instinctive behavior in *Drosophila*. Interestingly, removal of DptB in the head fat body and GNBP-like3 in neurons results in memory deficit. That putative antimicrobial peptides influence memory provides an example of how some immune peptides may have been repurposed to influence the function of nervous system.

## Author summary

It is becoming evident that the nervous system and immune system share not only some of the same molecular logic but also the same components. Here, we report a novel and unanticipated example of how immune genes influence nervous system function. Exploring how *Drosophila* form long-lasting memories of certain experiences, we have found that antimicrobial peptides that fight bacteria in the body, are expressed in the head, and control whether an animal will form long-term memory of a food source or an unsuccessful mating experience. Antimicrobial peptides are detected in the brain of many species and has often been associated with dysfunction of the nervous system. This and other recent works, provide an explanation to why antimicrobial peptides may be expressed in the head: they regulate normal functions of the brain. Both eating, and mating engage the immune system in preparation of exposure to external agents including bacteria. We speculate antimicrobial peptides were upregulated in the body to deal with immune challenges and over evolutionary time some of them are co-adopted to activate signaling pathways to convey specific information to the nervous system.

## Introduction

In most animals modifying behavior based on past experiences is important for survival and reproductive success[1]. To achieve these experience-dependent behavioral modifications, organisms must form memories of specific situations and maintain them to guide future behavior. Given that animals encounter different types of experiences, the resulting memories also vary in nature and duration[2]. Moreover, not only the types of event, but also the internal state of the organism, influences whether an animal will form memory of a given experience, or, if memory is formed, how long it will persist[3,4]. At molecular level it remains unclear how an animal forms various types of memories with different durations in different context.

The immune system and nervous system rely on their ability to detect and discriminate many cues from the external environment and produce appropriate responses. Similarly, once a cue is encountered, both systems possess the ability to modify their response to the same cue in subsequent encounters. Given the similarity in functional logic, therefore, it is perhaps not surprising that several immune genes also function in the nervous system. One of the earliest examples of this is the major histocompatibility complex 1, which is expressed both in the developing and mature nervous system of mice. The MHC1 genes are important for synaptic pruning as well as synaptic plasticity [5]. Likewise, the complement system has been shown to be important for synapse formation, and immune receptors, such as Toll receptors, peptidoglycan pattern recognition receptor (PGRP), or interleukin receptors, are important for synaptic plasticity [6,7,8]. In *Drosophila* immune peptides have been implicated in sleep regulation [9] and nonassociative learning [10].

In course of exploring how animals form long-lasting memories, we discovered, surprisingly, that peptides that are known to be induced in the body upon bacterial infection, such as Diptericin B (DptB), are induced in the adult fly head following behavioral training that produces long-term memory. DptB activity is required to modulate long-term memory. In course of these experiments we also found that Gram-Negative Bacteria Binding Protein like 3 (GNBP-like3), although it is not induced by behavioral training at mRNA level, is nonetheless required for efficient long-term memory formation. We also found that these peptides attenuate bacterial growth consistent with their posited antimicrobial activity. Antimicrobial peptides modulating specific aspects of memory provides a novel example of the emerging link between the immune and nervous systems and leads us to propose that some immune peptides might have been repurposed in the nervous system to “moonlight” as neuromodulators over the course of evolution. It is unclear at this stage how these immune peptides modulate long-term memory.

## Results

### mRNA sequencing-based screen to identify long-term memory related genes

To identify genes involved in long-term memory, it is common to compare changes in gene expression between trained and untrained animals at a specific time after training. However, training exposes animals to multitude of stimuli, all of which change gene expression, and only a subset of gene expression changes is related to long-term memory *per se*. In addition, animals are continuously responding to a dynamic environment, resulting in differences in gene expression between individuals over time.

To circumvent these problems, and identify genes that specifically regulate long-term memory, we performed mRNA sequencing from individual fly heads one or four hours after training in two distinct memory paradigms (Fig 1): male courtship suppression paradigm (MCS), in which a virgin male fly learns to suppress its instinctive courtship behavior after repeated rejection from an unreceptive female fly; and associative appetitive conditioning (AAC), where starved flies learn to associate a specific odor (conditioned stimuli; CS) with a food reward (unconditioned stimuli; US). We used these two paradigms because while both paradigms produce long-term memory, they differ in number of ways: 1) MCS is the modification of an instinctive behavior driven by reproductive urge that requires several hours of training, whereas AAC is a learned behavior driven by hunger that requires 5 minutes of training; 2) while MCS is a single fly behavior, AAC is a group behavior; and 3) while MCS assesses male flies, AAC evaluates male and female flies allowing us to eliminate sex-specific differences. We reasoned a comparative analysis, and identification of the gene changes common to both paradigms may help isolate genes that are involved in long-term memory, from genes that are involved in other aspects of animal behavior or physiology.

**Fig 1:**
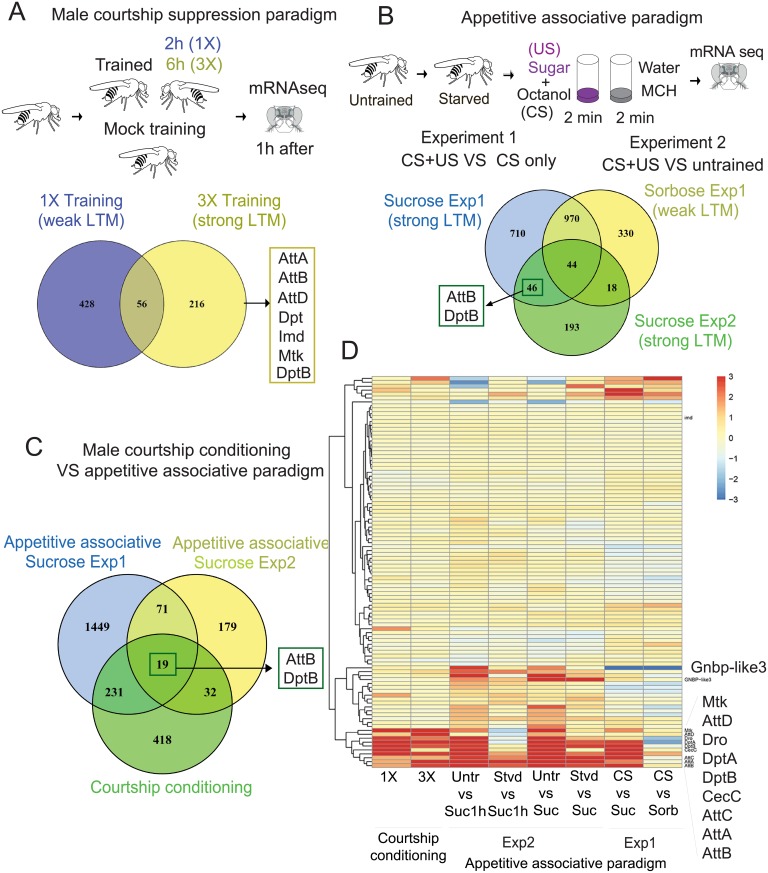
Transcripts of some antimicrobial peptides are upregulated in adult fly head following behavioral training that produces long-term memory. (**A**) Top, schematic representation of male courtship suppression training and mRNA sequencing. Bottom, Venn diagram depicting gene expression changes after 1X (blue), and 3X (yellow) training compared to the mock trained group. The antimicrobial peptide genes that are up-regulated after 3X training are indicated in the box. (**B**) Top, schematic representation of appetitive associative memory paradigm and mRNA sequencing. Bottom, Venn diagram comparing up or down regulated genes 4 hour after training with sucrose (two independent experiments carried out a month apart) or L-sorbose, compared to the CS only control group (Experiment 1), or the untrained control (Experiment 2). Antimicrobial peptide genes that are changed in both sucrose groups but not in L-sorbose are indicated in the box. (**C**) Venn diagram comparing genes that are significantly up or down regulated after male courtship suppression conditioning, and appetitive associative training. (**D**) Heat map showing the expression of immune genes 1 hour or 4 hours after different training conditions. The antimicrobial family is specifically altered in adult head under various behavioral conditions. Att: Attacin, CecC: CecropinC, Dpt: DiptericinA, DptB: DiptericinB, Dro: Drosocin, GNBP-like3: Gram-Negative Binding Protein like3, Imd: Immune deficiency, Mtk: Metchnikowin.

In male courtship suppression paradigm, a virgin male was exposed to an unreceptive mated female for 2 hours (1X training), or 6 hours (3X training with a gap of 30 minutes between each training session). Single training leads to weak long-term memory, while repeated training results in robust long-term memory [11,12]. We sequenced mRNA from individual virgin male fly heads 1 hour after 1X, or 3X training, or mock trained group (handled similarly but not exposed to female) as a control (Fig 1A). Genes that are changed in the trained group compared to controls are tabulated (S1 Table). Seven hundred genes were significantly up or down regulated in the trained groups (padj<0.05) compared to the mock trained control. From those 700 genes, 56 were common to both 1X and 3X training.

In appetitive associative conditioning, starved flies are trained to associate octanol (CS) to sucrose (US). Four hours after training mRNA was sequenced from 4 to 6 individual female fly heads and compared that to age matched untrained fed flies. To distinguish gene expression changes linked to CS-US association from gene expression changes due to starvation, or exposure to odor or sweet sugar, we also performed mRNA sequencing from three control groups; i) starved flies exposed to just octanol (CS only), ii) starved flies trained with octanol and L-sorbose (a sweet, non-nutritious sugar that produces robust short- but weak long-term memory [13,14] (S1 Fig) as US, and iii) an independent group of flies trained with sucrose as US after a month, to rule out the variation in gene expression in different population of flies (S2 Table). 

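The second population, Experiment 2 in Fig 1, comprised 21 single female heads in 4 groups: 5 untrained fed flies, 5 starved flies that were not trained, 6 flies collected 1 hour after training with sucrose and 5 flies collected 4 hours after it. Each head was a separate fly and a separate library. The authors deposited an RPKM value (reads per kilobase of gene, scaled to the size of the library) for each of 17559 genes in each head. The libraries were made from polyA RNA without keeping the strand, and only uniquely mapping reads were used. For this data set the Methods name TopHat2, the dm6 genome and edgeR in one paragraph, and TopHat with Bowtie, dm3 and cuffdiff in another. Of the 17559 genes, 17212 had reads in at least one head, and in all of these the RPKM values were whole multiples of the value of a single read in each head, so the reads could be recovered. Reads on genes numbered 39965331 to 66654153 in untrained heads (median 55983225), 36076678 to 56571195 in starved heads (median 45349582), 47977209 to 67918703 at 1 hour (median 49543649) and 38024766 to 58564390 at 4 hours (median 48270551). The library size within the RPKM values was between 0.812 and 1.13 times the reads on genes, so the values already include a scaling between heads. The untrained heads differed in composition: their 10 most abundant genes took 15.5% to 19.4% of the reads on genes, against 10.5% to 13.5% in the other heads. Untrained replicate 2 had 3.24% of its reads on small structural RNA genes, whereas the other heads had at most 0.0260%. From the deposited values, log2(RPKM + 1) was compared between groups with limma, with all 21 heads in one fit and a shared estimate of the spread for each gene. The 10501 genes with an RPKM of at least 1 in at least 5 heads were tested, and a gene was counted as changed at a Benjamini-Hochberg adjusted p below 0.05. A log2 fold change on this scale understates the change of genes near the pseudocount of 1.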

Expression of mRNA that changed only in both sucrose-trained groups compared to naive, CS alone or sorbose trained group, was deemed to be associated with long-term appetitive memory (Fig 1B, S2 Fig and S2 Table). 

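Against starved heads, 669 genes changed 4 hours after sucrose training, 380 of them higher and 289 lower, and 58 genes changed 1 hour after training, 47 higher and 11 lower. The heads 1 hour after training differed from untrained heads in 943 genes, 539 higher and 404 lower. Starved and untrained heads differed in 159 genes, 59 higher and 100 lower in starved heads. This balance depended on single heads: 36 were higher and 25 lower without starved replicate 3, and 14 each way without untrained replicate 3. Leaving out any other single head kept more genes lower than higher. The choice that moved the comparison of 4 hours with starved heads most was to weight each head by its estimated quality, an alternative added after the data were seen, which gave 1883 genes. Of the 669 genes, 71 also differed between starved and untrained heads, and all 71 did so in the opposite direction, which the starved heads shared by the 2 comparisons favor by themselves. CG12116, on the X chromosome of BDGP6.54 from 8467443 to 8469012, rose from 47.2 ± 41.6 RPKM in starved heads (SD, n = 5) to 346 ± 48.1 RPKM at 4 hours (SD, n = 5), a log2 fold change of 3.51 (standard error 0.57, limma adjusted p = 0.00229). At 1 hour it was 255 ± 69.5 RPKM (SD, n = 6), a log2 fold change of 3.04 against starved heads (standard error 0.55, limma adjusted p = 0.0123). CG12116 was itself lower in starved than in untrained heads, with a log2 fold change of -3.05 (limma adjusted p = 0.0162), and the trained heads did not differ from untrained heads past the threshold, with 0.46 at 4 hours and -0.017 at 1 hour (limma adjusted p = 0.675 and 0.986). CG33223, whose span includes CG12116, held nearly the same reads. At 4 hours these ran from 21767 to 40093, against 21536 to 39719 for CG12116. In starved heads they ran from 442 to 8301, against 270 to 8010. The exons of CG12116 share no sequence with another gene in BDGP6.54, so whether these reads belong to CG12116 alone was not settled. Among the changed genes whose trained and control heads did not overlap, sug and fit were also among the 3 that rose most at 4 hours against starved heads, with log2 fold changes of 3.37 each. The 3 that fell most were Cyp4e3, CG31075 and Mcad, with log2 fold changes of -3.13, -2.71 and -2.32. Mcad shares 1353 of its 1461 exonic nucleotides with CG7457, so its reads cannot be assigned to it alone. Of the genes that changed without overlap in starved against untrained heads, phu, fit and the yolk protein gene Yp2 fell most, with log2 fold changes of -6.12, -6.10 and -5.39 (limma adjusted p = 0.0257, 0.00192 and 0.0216). At 1 hour against untrained heads, among the changed genes whose heads did not overlap, Yp2 was again one of the 3 that fell most, with a log2 fold change of -4.49, and Sid rose most, with 2.91 (limma adjusted p = 0.0162 and 0.0276). Starved heads already held 19.3 ± 17.9 RPKM of Sid (SD, n = 5). Untrained heads held 2.17 ± 1.28 RPKM (SD, n = 5) and heads at 1 hour 26.9 ± 22.8 RPKM (SD, n = 6). With each head left out in turn, Yp2 stayed past the threshold at 1 hour in all 11 fits, but lost it in 4 of the 10 fits for starved against untrained heads, where phu lost it in 6 and fit in 0. Sid lost it in 5 of its 11 fits. At 4 hours against starved heads, fit lost it in 5 of 10 fits, Mcad in 3, CG31075 in 1 and CG12116, sug and Cyp4e3 in 0.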

Around 1800 genes were up or down (p<0.05) regulated in the CS+US (sucrose) group, compared to the CS only group. However, when compared to sorbose as US, the number was reduced to ~750 genes. 

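In the heads of the second population collected 4 hours after sucrose training, 357 of the 10501 genes tested differed from untrained heads, 179 higher and 178 lower. For 302 of these genes the 5 trained heads and the 5 untrained heads did not overlap. Such a separation was seen for 937 of all genes tested, or 8.92%, where chance gives 0.794%. Among the 302 genes that both passed the threshold and were separated, those with the largest rise were CG16978, CheA87a and Akap200, with log2 fold changes of 1.26, 1.19 and 1.14 (limma adjusted p = 0.0102, 0.0333 and 0.00988). CG16978, on chromosome 2L of BDGP6.54 from 13143214 to 13143622, was at 58.3 ± 26.6 RPKM in trained heads (SD, n = 5) and 22.0 ± 2.59 RPKM in untrained heads (SD, n = 5). Of the same 302 genes, CG34166, CG11425 and tobi fell most, with log2 fold changes of -4.75, -4.34 and -4.24 (limma adjusted p = 0.0291, 0.0190 and 0.0421). CG34166, on chromosome 2L from 14743193 to 14743879, was at 30.7 ± 20.1 RPKM in trained heads and 1106 ± 964 RPKM in untrained heads. Of the 10 fits that each left out a head, the call was lost in 8 for tobi, 7 for CheA87a, 6 for CG34166 and 3 for CG11425, and in 0 for CG16978 and Akap200. Of the 357 genes, 182 also differed from untrained heads 1 hour after training, 181 of them in the same direction, and 33 also differed between starved and untrained heads, all 33 in the same direction. The untrained heads are the control in each of these comparisons, which by itself favors the same direction. The scaling of the libraries moved this count most. With every head rescaled to the same total RPKM, 3275 genes differed, 96.1% of them higher in trained heads against 50.1% with the deposited scaling, and the median log2 fold change of all genes moved to 0.30. With every head rescaled to the same 75th percentile, 323 genes differed and 62.2% of them were higher.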

In the second fly population trained one month later, around 300 genes were up or down regulated after training the flies with sucrose compared to the untrained control group. Interestingly, only 46 genes were common in both sucrose experiments, underscoring the variation in gene expression in different population of flies.

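The Experiment 1 list in S2 Table of genes changed by sucrose but not by sorbose has 756 entries by the paper's count, of which 661 were among the genes tested here. Of the 357 genes that changed in the second population against untrained heads, 25 are in that list, and 22.5 would be shared by chance (two-sided Fisher's exact test, odds ratio 1.13, p = 0.578). Of the whole Experiment 1 sucrose list, 1576 genes were tested, and 60 are shared against 53.6 by chance (Fisher's exact test, odds ratio 1.15, p = 0.327). The control of Experiment 1 was starved flies given the odor alone, so starved heads are a closer control here than untrained fed heads. The overlap was larger for the comparison with starved heads. Of the 669 genes that changed 4 hours after training against starved flies, 107 are in the list without the sorbose genes, against 42.1 by chance (Fisher's exact test, odds ratio 3.19, p = 3.36e-20). Starved against untrained heads, with no training in either group, also overlapped with that list. Of those 159 genes 30 are in it, against 10.0 by chance (Fisher's exact test, odds ratio 3.58, p = 4.75e-08). The larger overlap therefore need not come from training. Genes are not independent replicates, so these tests describe the overlap of the lists. The direction of change was not part of them, so shared genes may have moved in opposite directions. The overlap with untrained heads as the control depended on the fit. With only the trained and untrained heads in the fit, 58 genes were shared with the list without the sorbose genes (Fisher's exact test, p = 8.94e-06), and with every head rescaled to the same total RPKM, 180 were shared, fewer than chance gives for the longer list of calls (Fisher's exact test, p = 0.0241).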

### Behavioral training induces DptB expression in the adult *Drosophila* head

We looked for the common genes that were up- or down regulated in both paradigms as candidate long-term memory genes. Expectedly, transcripts of some genes already implicated in memory such as Gclm (Box), Tig (Avgust) [15] were changed following behavioral training (S3 Fig). However, to our surprise, a group of immune peptides that are known to be induced in the body upon microbial infection [16,17], such as AttacinB and DptB, were upregulated in the adult head when male flies are trained to suppress their instinctive courtship behavior, or when starved flies learned to associate odor with sucrose (Fig 1C). 

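Gclm, which encodes the modifier subunit of glutamate-cysteine ligase, lies on chromosome 3R of BDGP6.54 from 22685006 to 22686510. Its RPKM was 22.0 ± 4.29 in starved heads (SD, n = 5) and 94.6 ± 24.0 in heads 4 hours after sucrose training (SD, n = 5), a log2 fold change of 2.03 (standard error 0.32, limma adjusted p = 0.00197). In heads 1 hour after training it was 71.7 ± 30.6 (SD, n = 6), a log2 fold change of 1.55 against starved heads (standard error 0.30, limma adjusted p = 0.0203). At both times every trained head was above every starved head, and the call at 1 hour was lost in 5 of the 11 fits that each left out a head. In untrained heads the RPKM was 65.8 ± 23.5 (SD, n = 5), and the trained heads did not differ from these past the threshold, with a log2 fold change of 0.54 at 4 hours (limma adjusted p = 0.338) and 0.06 at 1 hour (limma adjusted p = 0.911). The latter changed sign when single heads were left out, and the former passed the threshold with every head rescaled to the same total RPKM (limma adjusted p = 0.0307). Tig, on chromosome 2L from 6415179 to 6423310, did not pass the threshold in any of these comparisons. The log2 fold change of Tig was 0.81 at 1 hour against starved heads (standard error 0.28, limma adjusted p = 0.213), with all 6 trained heads above the starved mean, and 0.51 at 4 hours (standard error 0.30, limma adjusted p = 0.331). Against untrained heads it was -0.0016 at 4 hours and changed sign with the scaling of the libraries.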

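DptB lies on chromosome 2R of BDGP6.54 from 18867391 to 18867895, and 48 of its 449 exonic nucleotides are shared with CG43109. Its family member Dpt lies beside it, from 18865765 to 18866260. In the 5 untrained heads its level was between 8.95 and 43.0 RPKM, from 140 to 1044 reads. In the 5 heads collected 4 hours after sucrose training it was 1979, 551, 48.2, 20.3 and 10.9 RPKM. The mean was 522 ± 846 RPKM (SD, n = 5) against 18.8 ± 13.8 RPKM in untrained heads (SD, n = 5), a log2 fold change of 2.64 (standard error 1.16, limma adjusted p = 0.214). Of the 5 trained heads, 3 were above the highest untrained head (exact permutation test, two-sided p = 0.103). AttB lies on the same chromosome from 14749223 to 14750165, beside AttA, a member of the same gene family. Only uniquely mapping reads were counted, so reads from sequence shared by AttA and AttB were given to neither and both levels are uncertain, as they are for DptB and Dpt. AttB was at 118 ± 233 RPKM 4 hours after training (SD, n = 5) and 11.3 ± 5.65 RPKM in untrained heads (SD, n = 5). Its log2 fold change was 0.85 (standard error 1.09, limma adjusted p = 0.682), and -0.33 without 4-hour replicate 1, which held 535 RPKM. At 1 hour after training AttB was at 106 ± 95.5 RPKM (SD, n = 6), with 5 of 6 heads above every untrained head, a log2 fold change of 2.56 (standard error 1.05, limma adjusted p = 0.1197; exact permutation test, two-sided p = 0.0216). AttA had log2 fold changes of 1.39 at 4 hours and 3.02 at 1 hour against untrained heads (limma adjusted p = 0.531 and 0.102). On the log2 scale the SD of the 4-hour heads was 3.17 for DptB and 2.97 for AttB, larger than the difference from untrained heads for each gene.

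**Figure D1:**
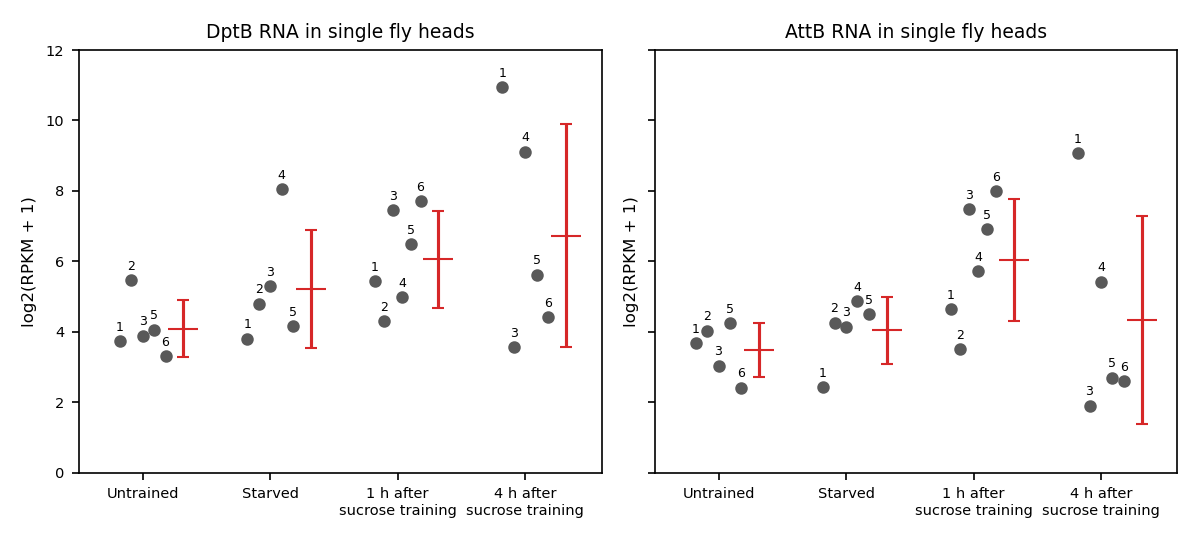
DptB (left) and AttB (right) RNA in each of the 21 single fly heads, as log2(RPKM + 1) on the vertical axis, by group on the horizontal axis. Grey points are heads with their replicate numbers, and red bars are the mean ± SD of each group. At 4 hours, replicates 1 and 4 lie above the other 3 heads for both genes.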

To verify this unusual observation, we compared our sequencing results with two published datasets that analyzed the change in gene expression at a different time point after 3X MCS training by microarray and mRNA sequencing [18] (S4 Fig, S3 and S4 Tables). Although these experiments were carried out in different conditions in different labs, expression of DptB was significantly upregulated in trained animals in both studies. We wondered whether the stress associated with training resulted in a general change in immune gene expression. To this end, we looked at the expression level of all known immune genes in our data sets and observed that only a subclass, the immune peptides of antimicrobial family, are consistently altered in adult head under various behavioral conditions (Fig 1D).

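The immune genes used here come from a list written from general knowledge, which need not be that of Fig 1D. Of 21 antimicrobial peptide genes, 16 passed the filter for testing, as did 101 of 129 other immune genes. GNBP-like3, which Fig 1D also names and the paper treats as an antimicrobial peptide, was counted here among the other immune genes. No antimicrobial peptide gene passed the limma adjusted threshold in any of the 5 comparisons, although 4 of the 16 had an unadjusted p below 0.05 at 4 hours against untrained heads and 4 at 1 hour. Adjusting over the 16 genes alone also gave 0 changed genes in each comparison. At 4 hours 13 of the 16 were higher than in untrained heads, with a median log2 fold change of 1.05, and at 1 hour 12 were higher, with a median of 1.64. Of the 9 antimicrobial peptide genes that Fig 1D names, 8 were higher than in untrained heads at 4 hours and 8 at 1 hour, with medians of 2.43 and 2.40, and 0 passed the threshold at either time, with 3 and 4 at an unadjusted p below 0.05. Starved heads, which were not trained, were also higher than untrained heads in 13 of the 16 genes, with a median of 0.82, and in 8 of the 9, with a median of 1.10. Dro rose most at 4 hours, with a log2 fold change of 3.84 (standard error 1.29, limma adjusted p = 0.109) and all 5 trained heads above all untrained heads. With every head rescaled to the same total RPKM, which moved the median of all genes up, Dpt, Drs and Dro passed the threshold at 4 hours against untrained heads. To keep the fly as the replicate, the mean log2(RPKM + 1) of the 16 genes was taken for each head. It was 3.27 ± 0.56 in untrained heads (SD, n = 5), 3.93 ± 1.05 in starved heads (SD, n = 5), 4.54 ± 1.06 at 1 hour (SD, n = 6) and 4.60 ± 1.99 at 4 hours (SD, n = 5). The difference from untrained heads was 1.27 at 1 hour, with all 6 heads above the untrained mean (exact permutation test, two-sided p = 0.0411, adjusted 0.206 over 5 comparisons), and 1.33 at 4 hours, with 3 of 5 heads above it (exact permutation test, two-sided p = 0.198, adjusted 0.433). Against starved heads the difference was 0.61 at 1 hour and 0.67 at 4 hours (exact permutation test, two-sided p = 0.346 and 0.540, adjusted 0.433 and 0.540). The mean of the other immune genes was 4.23 ± 0.20 in untrained heads, 4.37 ± 0.16 at 1 hour and 4.27 ± 0.28 at 4 hours. The antimicrobial mean less the other immune mean rose by 1.13 at 1 hour (exact permutation test, p = 0.0455, adjusted 0.227) and by 1.29 at 4 hours (exact permutation test, p = 0.135, adjusted 0.337). Single genes outside the antimicrobial family did pass the threshold. At 4 hours against untrained heads these were GNBP1, He, NimB5, NimC1, NimC2, Sr-CI and crq, all lower with the deposited scaling. At 1 hour against untrained heads 8 changed, 5 of them higher, and at 4 hours against starved heads 8 changed, with PGRP-SD the only one higher. Adjusted over the 101 genes alone, 12, 7 and 8 genes changed in these 3 comparisons. From the level of the immune genes across its data sets, shown in Fig 1D, the paper states that only the peptides of the antimicrobial family are altered consistently.

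**Figure D2:**
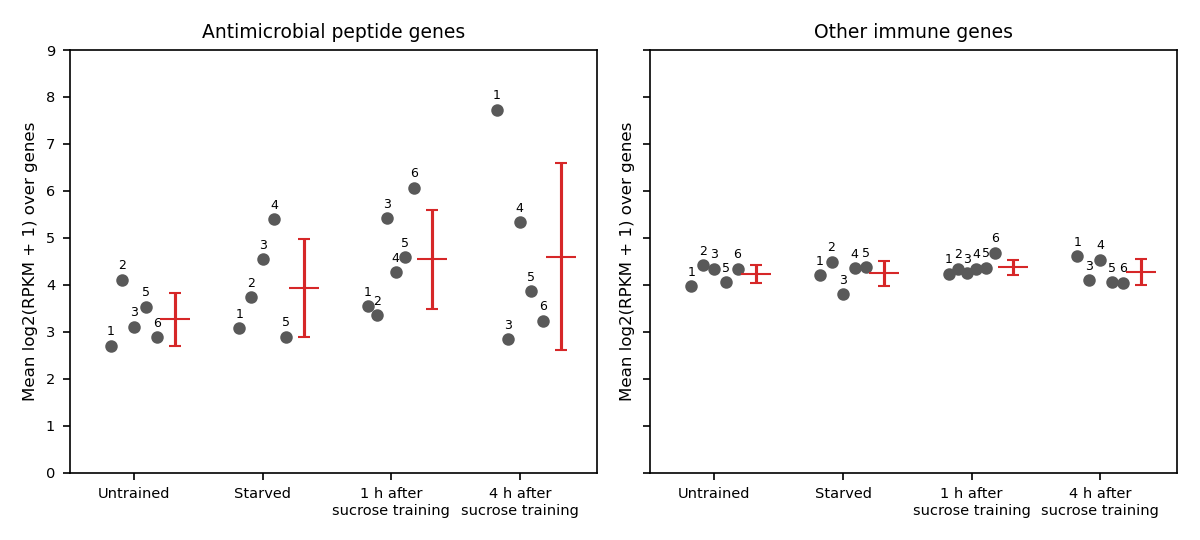
Mean log2(RPKM + 1) of the 16 antimicrobial peptide genes (left) and of the 101 other immune genes (right) in each of the 21 single fly heads, by group. Grey points are heads with their replicate numbers, and red bars are the mean ± SD of each group. The antimicrobial means of single heads run from 2.71 to 7.73, and those of the other immune genes from 3.80 to 4.68.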

This unusual observation prompted us to further investigate how the antimicrobial peptide level changes under various training conditions. To this end, we used the DptB gene since it showed the most consistent upregulation in all analyses. 

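DptB was higher in trained than in control heads in each of the 4 comparisons of Experiment 2, and in none of them past the limma adjusted threshold. At 1 hour after sucrose training its level was 93.7 ± 79.6 RPKM (SD, n = 6), a log2 fold change of 1.97 against untrained heads (standard error 1.11, limma adjusted p = 0.251). All 6 of these heads were above the untrained mean of log2(RPKM + 1) (exact permutation test, two-sided p = 0.0238). The lowest of them, at 18.6 RPKM, was not above the untrained mean in RPKM, 18.8. The starved heads held 71.6 ± 108 RPKM (SD, n = 5), with 263 RPKM in replicate 4 and at most 38.2 RPKM in the others. Against starved heads the log2 fold change was 1.51 at 4 hours and 0.84 at 1 hour (limma adjusted p = 0.482 and 0.772), and the starved heads were themselves higher than the untrained ones by 1.13 (limma adjusted p = 0.595). With each head left out in turn, the log2 fold change at 4 hours against untrained heads stayed between 1.58 and 3.43. Weighting heads by their estimated quality, an alternative added after the data were seen, turned the comparisons with starved heads to -0.45 at 4 hours and -0.15 at 1 hour. Dpt, the family member beside DptB, had a log2 fold change of 3.77 at 4 hours against untrained heads (limma adjusted p = 0.158). The spread of DptB between heads of the same group was 1.93 on the log2 scale, against a median of 0.17 for the 500 genes nearest to it in mean level.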

RT-qPCR (Fig 2A) showed that 3X training results in a 10-12-fold increase in DptB mRNA level, compared to a mock trained group. Furthermore, induction of DptB was significantly attenuated when the male fly was exposed to a decapitated mated female, instead of a live mated female (Fig 2A). This suggests that the experience of active rejection is important for the optimal induction of DptB, and mere exposure to a mated female is not enough. Similarly, using RT-qPCR, we further verified that in appetitive conditioning, training with octanol as CS and sucrose as US also results in DptB mRNA upregulation within one hour after training (Fig 2A). Taken together these results suggest that the expression of some bacteria-induced immune peptides, such as DptB, are induced within hours in the adult head when animals are trained to modify their behavior over a long period of time.

**Fig 2:**
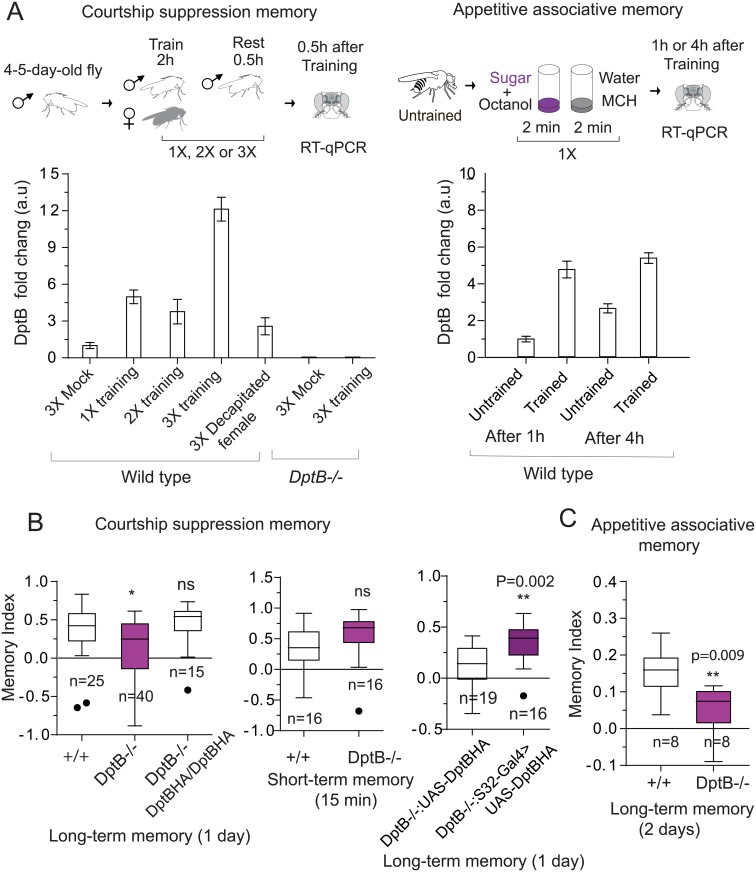
DptB is required for long-term memory. (**A**) DptB expression measured by RT-qPCR after male courtship suppression paradigm: 1X training, 2X training, 3X training, and 3X training with decapitated females (left). DptB expression measured by RT-qPCR 1 hour or 4 hours after associative appetitive memory paradigm (right). The data are mean of three technical repeats. (**B**) Knocking out DptB significantly reduces long-term memory. Long-term memory (24 hours after training) and short-term memory (15 minutes after training) of DptB null flies. Long-term memory deficit of DptB null flies is rescued by a DptB genomic construct or expression of HA-tagged DptB in head fat body. The dots represent individual memory index of outliers. (**C**) Removal of DptB impairs long-term appetitive memory. The data are plotted as mean ± SEM. Statistical analysis was performed using unpaired two-tailed t-test and (*) P ≤ 0.05, (**) P≤0.01, (***) P≤0.001 and (ns) not significant.

### DptB is required for long-term but not for short-term memory or innate behavior

What is the functional relevance, if any, of behavior-dependent increase in antimicrobial peptide (AMP) expression in the adult head? To this end using Crispr-Cas9 based gene-editing system we deleted the DptB gene. DptB null flies (DptB-/-) were viable with no discernable developmental problem. When wild type and DptB-/- male flies were trained in courtship suppression paradigm and memory was measured one day after training, DptB-/- flies showed a significant reduction (p = 0.016) in memory compare to wild type control (Fig 2B, **left panel**). This behavioral deficit is rescued by 2 copies of a genomic fragment encompassing the DptB gene. The DptB-/- flies also had a significantly (p = 0.009) reduced capacity to form long-term appetitive associative memory (Fig 2C).

Is DptB affecting memory, or is the effect in memory due to a general disruption in nervous system function? Knocking out DptB gene had no effect in short-term memory (Fig 2B, **middle panel**), or in innate courtship behavior, such as courtship latency, copulation latency, or duration of copulation (S5 Fig). Likewise, the detection of sucrose was unchanged between wild type and mutant flies in a broad concentration (1M-1mM) range (S5 Fig). Since immune genes are linked to stress, we also wondered whether some of the behavioral differences are due to alteration in stress response. To this end, we tested the effect of removal of DptB in the heat box-paradigm, an operant conditioning paradigm [19], in which a fly learns to avoid the “punished” side of an otherwise symmetrical chamber. In addition to short-term avoidance memory, this paradigm measures locomotion, and response to noxious stimuli. However, the removal of DptB had no measurable effect in learning and the locomotor activity of DptB-/- flies was similar to wild type flies (S6 Fig). We also measured whether metabolic changes in DptB-/- alters the susceptibility to other stress, such as starvation (S6 Fig). This is relevant since in appetitive associative paradigm, flies are housed in just water with no food for 18–20 h prior to training. However, the survival curve of male mutant flies (used in both memory paradigms) is similar to wild type flies and the susceptibility to starvation is not correlated with long-term memory. The observation that locomotion, most sensory perceptions, animal’s ability to process information, learning and stress responses are unaffected in DptB null flies, strongly suggests that DptB activity is important to form and/or retain specifically long-term memories.

### DptB is required in the head fat body for long-term memory

Where is DptB made to aid long-term memory? The AMPs are synthesized primarily in the fat bodies, a major secretory tissue that controls metabolism and immune response. In the adults, the fat bodies are found in the abdomen and in the head, surrounding the brain. The head fat body has been implicated in sex-specific and courtship behavior [20,21]. Therefore, we first used an inducible head-fat-body-GAL4 line to express RNAi against DptB in the adult stage, and measured courtship suppression memory 24 hours after training. We not only analyzed DptB, but also other AMPs whose mRNA level changed following behavioral training as well as some other AMPs whose mRNA expression is not significantly altered in trained flies. As additional control for non-specific effect of activating RNAi pathway in memory, we also expressed dsRNA against luciferase and mCherry. Only the expression of DptB RNAi, no other AMPs or control RNAi, in head fat body resulted in a significant (p<0.01) reduction of long-term memory (Fig 3A). Similar to DptB null flies, the effect of DptB RNAi was specific to long-term memory and had no effect on short-term memory (Fig 3B), innate courtship behavior (S5 Fig) or short-term operant conditioning or locomotion (S6 Fig). Moreover, head fat body appears to be the only relevant source of DptB for behavioral modification, since expression of DptB RNAi in neurons, body fat body, or glial cells, other possible sources of AMPs, had no effect in long-term memory (Fig 3C). Moreover, behavioral deficit of DptB null flies was rescued when DptB was expressed just in the head fat body using Gal4-UAS system (DptB-/-: S32Gal4:UAS-DptBHA) (Fig 2B, **right panel**). Taken together these results suggest DptB peptide made in the adult head fat body influence long-lasting memory.

**Fig 3:**
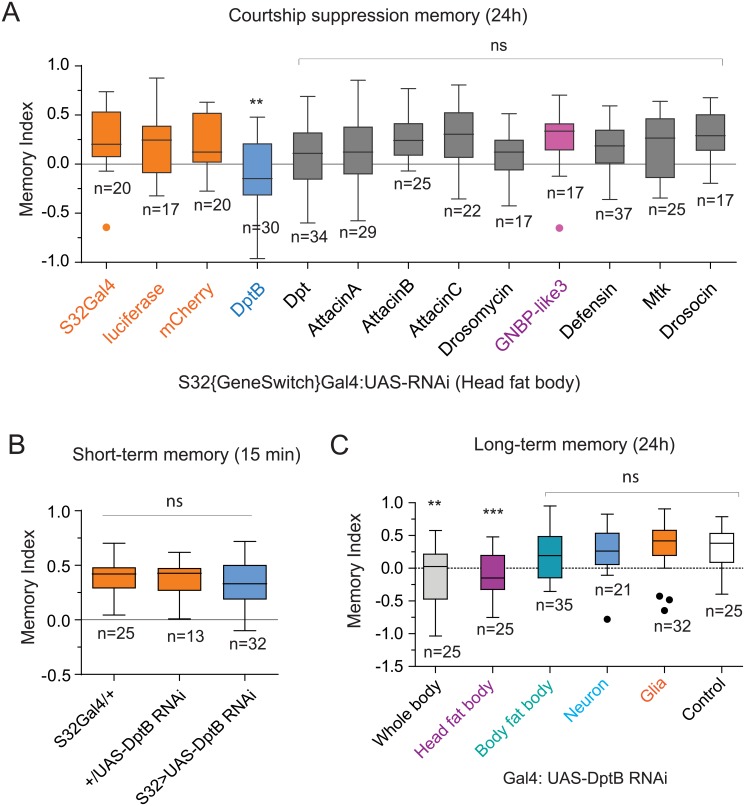
DptB is required in the head fat body for long-term memory. (**A**) Memory index 24 hours after male courtship suppression paradigm of different antimicrobial peptide RNAis expressed in the head fat body. Only DptB RNAi flies show a significant reduction in male courtship suppression memory compared to the control groups. (**B**) Short-term male courtship suppression memory is unaffected by DptB knock down. (**C**) Expression of DptB only in head fat body is important for courtship suppression memory. Statistical analysis was performed using one-way ANOVA comparison and (**) P≤0.01, (***) P≤0.001 and (ns) not significant. DptB: DiptericinB, GNBP-like3: Gram-Negative Binding Protein like3.

### GNBP-like 3 is required in neurons for long-term memory

Surprisingly, expression of RNAi in head fat body against some of the other AMPs, such as AttacinB, had no effect on behavior. This suggests that except DptB, other AMPs, although induced, are not required for memory. Alternatively, the tissue source of the other AMPs is different. Based on the observation that in other species immune genes can be expressed in neurons [22,23], we used a pan-neuronal-GAL4 line, to express RNAi against the AMPs in the nervous system and measured long-term courtship suppression memory (Fig 4A). As indicated before the expression of DptB RNAi in neurons had no effect, however, surprisingly, the expression of GNBP-like3 RNAi in neurons significantly (p<0.001) impaired long-term courtship suppression memory (Fig 4A). 

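GNBP-like3 lies on chromosome 2R of BDGP6.54 from 20526311 to 20526825. In the appetitive experiment its level was 28.9 ± 10.5 RPKM in untrained heads (SD, n = 5), 42.8 ± 31.1 RPKM in starved heads (SD, n = 5), 110 ± 142 RPKM in heads 1 hour after sucrose training (SD, n = 6) and 332 ± 456 RPKM in heads 4 hours after it (SD, n = 5). The log2 fold change at 4 hours was 2.37 against untrained heads (standard error 0.90, limma adjusted p = 0.155) and 2.09 against starved heads (standard error 0.90, limma adjusted p = 0.176). In both cases all 5 trained heads were above the control mean of log2(RPKM + 1) and 3 were above every control head. In RPKM the lowest trained head, at 34.0, was below the starved mean. Neither change passed the limma adjusted threshold. Exact two-sided permutation tests, not adjusted, gave p = 0.0476 against untrained and 0.119 against starved heads. At 1 hour the log2 fold change was 1.19 against untrained heads (limma adjusted p = 0.371) and 0.91 against starved heads (limma adjusted p = 0.668). With every head rescaled to the same total RPKM, which moved the median of all genes up, the change at 4 hours against untrained heads was 2.71 and passed the threshold (limma adjusted p = 0.0313). It was between 1.63 and 2.88 with each head left out in turn, with adjusted p between 0.105 and 0.319.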

GNBP-like3 is one of the immune peptides whose mRNA level did not significantly change upon behavioral training. The memory phenotype is not likely a non-specific effect of activation of RNAi pathway in neurons, since expression of dsRNA against other genes had no effect in long-term memory (Fig 4A), and reduction of GNBP-like3 had no effect in short-term memory (Fig 4B), or instinctive behavior, locomotion or the ability to withstand starvation (S6 and S7 Figs). Likewise, except neurons, expression of GNBP-like3 RNAi just in head fat body, body fat body or glia had no effect in long-term memory (Fig 4C). Nonetheless, to ensure that the phenotype is indeed due to loss of GNBP-like3, we generated GNBP-like3 null flies (Gnbp-like3 -/-) using Crispr-Cas9 gene editing system. The Gnbp-like3-/- flies also had a long-memory deficit (Fig 4D).

**Fig 4:**
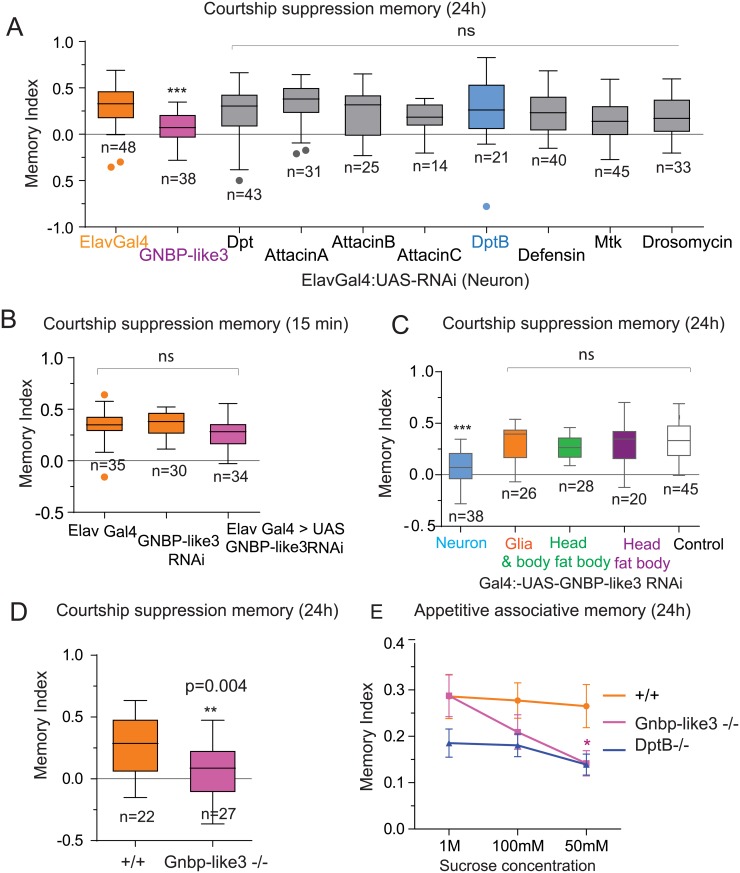
GNBP-like 3 is required in neurons for long-term memory. (**A**) Memory index 24 hours after male courtship suppression paradigm of different antimicrobial peptide RNAis expressed in neurons. The expression of GNBP-like3 RNAi in neurons significantly impaired long-term memory. (**B**) Short-term male courtship suppression memory is unaffected by GNBP-like3 knock down in neurons. (**C**) Expression of GNBP-like3 only in neurons is important for courtship suppression memory. (**D**) Deletion of GNBP-like3 gene impairs the ability to form long-term courtship suppression memory. (**E**) 24 h memory of wild type and AMP deficient flies at different sucrose concentration as US. The data are plotted as mean ± SEM. Statistical analysis was performed using one-way ANOVA comparison and (**) P≤0.01, (***) P≤0.001 and (ns) not significant in A. Statistical analysis was performed using unpaired two-tailed t-test and (*) P ≤ 0.05, (**) P≤0.01, (***) P≤0.001 and (ns) not significant in B, C, D, and E.

Since the flies lacking DptB were defective in long-term associative appetitive memory, we tested whether Gnbp-like3-/- flies were also defective in associative appetitive memory. Interestingly, unlike DptB-/- flies, Gnbp-like3-/- did not show any memory loss in higher sucrose concentration (1M sucrose, memory index: Wt, 0.28±0.04, n = 5; Gnbp-like3-/-, 0.28± 0.5, n = 9). However, when the concentration of sucrose was dropped to 50mM, Gnbp-like3-/- flies had significantly reduced memory (50mM sucrose, memory index: Wt, 0.26±0.46, n = 9; Gnbp-like3 -/-, 0.14±0.027, n = 10, p = 0.031, student t-test) compared to wild type flies (Fig 4E). These observations suggest that the requirement of DptB and GNBP-like3 in appetitive memory may be tuned to the stimulus intensity. Since the sugar concentration in natural food sources are likely to vary [24,25], they may be required for efficient memory formation under varying conditions.

Taken together, these results suggest that DptB and GNBP-like3 serve very specific functions in long-term memory. Surprisingly, even though upregulation of AttacinB was strongly co-related with long-term memory, expression of AttacinB RNAi in either the head fat body or in neurons did not interfere with memory. Either its function is not memory related, or it is required in a specific cell population that we have not been able to interrogate, or the AttacinB RNAi did not perturb its function adequately. Likewise, we can’t rule out the possibility that the lack of phenotypes for other immune peptides may also have resulted from inadequate knockdown by the respective RNAi.

### DptB is expressed in the head fat body, and GNBP-like3 in the central nervous system

We were surprised that tissue requirement of these peptides to influence memory is distinct. We wondered whether this is a simple reflection of their respective expression domain. To test this, we checked the expression pattern of both genes in the adult head by inserting EGFP under the endogenous regulatory elements of DptB and GNBP-like3. Western blotting of 4–7 days old adult head extract showed EGFP expression from both genes, albeit the expression from GNBP-like3 locus were significantly lower than that from the DptB locus (S8 Fig). Immunostaining of DptB-EGFP genomic flies for EGFP and the neuronal gene bruchpilot (nc82 staining) revealed that EGFP expression is confined to the outer layer of the head, outside the central brain, where the head fat body is located (Fig 5A & S8 Fig). However, immunostaining for GNBP-like3 was not successful likely due to its very low expression level. Therefore, we performed RNAscope, an *in situ*-based technique that uses several amplification steps, to detect GNBP-like3 mRNA expression in wild type and in Gnbp-like3-/- as control. A specific signal for GNBP-like3 was detected in the central brain (S8 Fig). Since mRNA expression does not necessarily mean protein expression, and within the central brain there are different cell types in addition to neurons, we further sought to verify the likely source of GNBP-like3 protein in the brain. To this end we inserted a 3HA-tag in the C-terminal end of GNBP-like3 endogenous locus using Crispr-Cas9 mediated- homologous recombination. Subsequently, using a multistep fractionation protocol previously developed, we isolated synaptosomes from adult fly head (Fig 5B). Western blotting showed HA-immunoreactive polypeptides in the purified synaptosomes (Fig 5B). To rule out the possibility that HA-tagging had not altered expression or localization of the peptide, we also purified synaptic membrane and synaptic soluble proteins from wild type adult fly heads and performed proteomic analysis (S9 Fig). In proteomics, proteins that were detected at least 2 out of 3 independent purification were considered for further analysis (S5 Table). Approximately 105 proteins were detected specifically in the synaptic membrane fraction and among 43 known immune-related peptides, only a peptide from GNBP-like3, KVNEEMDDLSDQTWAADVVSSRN, was detected in the same fraction (S9 Fig). Taken together, these results suggest that consistent with their functional requirement, DptB is expressed in the head adult fat body, while GNBP-like3 is expressed in the neurons and likely present in the synaptic compartment. However, our analysis does not rule out that these peptides are expressed at low levels in other head tissues.

**Fig 5:**
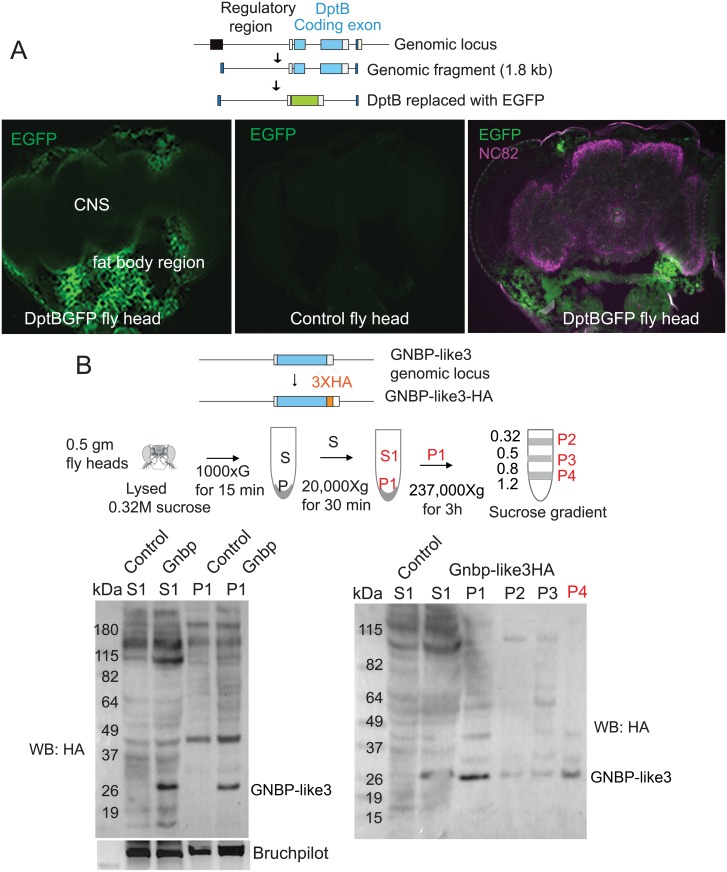
DptB is enriched in the head fat body and GNBP-like 3 in neurons. (**A**) EGFP expression when driven under DptB-regulatory sequences. Immunostaining reveals EGFP expression is confined to the outer layer of the head, outside the central brain (marked by nc82 antibody), where the head fat body is located. Wildtype brain serves as a control for non-specific immunoreactivity of anti-EGFP antibodies. (**B**) GNBP-like3 is present in synaptosomes. Top. The HA-tag was introduced into the C-terminal end of GNBP-like3 by homologous recombination using Crispr-Cas9. Middle. Schematic depiction of synaptosome purification from adult fly heads. The P4 fraction, between 0.8M and 1.2M sucrose, is most enriched for synaptic protein. Bottom. Different fractions from the synaptosome purification were blotted for GNBP-like3. Wild type flies serve as a control for HA-antibody specificity.

### DptB and GNBP-like3 attenuate bacterial growth

*Drosophila* genome encodes many peptides that are upregulated upon bacterial infection, however, they may or may not have antimicrobial activity. DptB is a 120aa long-peptide with 52% similarity to the Gly-rich domain of antimicrobial peptide DptA and 37% similarity to the second Gly-domain of the Attacin family antimicrobial peptide AttacinA [26,27]. GNBP-like3 shares homology to pattern recognition receptors that bind to components of bacterial cell wall and activate innate immune response [28,29,30]. However, GNBP-like3 is distinct from other GNBPs in several ways. First, most GNBPs are longer than 400 aa, while GNBP-like3 is only 152 aa long and lacks the C-terminal sequence present in most GNBPs. Second, unlike canonical GNBPs, whose expression level is unaltered, GNBP-like3 is upregulated following bacterial infection, a feature of antimicrobial peptides [29,30].

Although assumed, however, to our knowledge, there is no report that directly assessed antimicrobial activity of DptB or GNBP-like3 such as preventing bacterial growth (bacteriostatic) or killing bacteria (bactericidal). Therefore, we set out to compare the effect of GNBP1, GNBP-like3 and DptB on bacterial growth, with that of a well characterized AMP, Drosocin [31,32]. To this end, we used an inducible bacterial expression system where the AMPs or the control mCherry were placed under L-arabinose inducible pBAD promoter (Fig 6A). When bacteria harboring the inducible plasmid is grown in regular LB-media there was similar growth (OD_600_ after 22h: mCherry, 0.89±0.008; GNBP-like3, 0.744±0.093; DptB, 0.850±0.002; Drosocin 0.882±0.005 and GNBP1 1.00±0.013, n = 4). However, when grown in synthetic media containing L-arabinose that induces expression of GNBP-like3 or DptB, bacterial growth was significantly reduced, like that of Drosocin (OD_600_ after 22h: mCherry, 0.78±0.006; GNBP-like3, 0.48±0.005; DptB, 0.47±0.003; and Drosocin 0.48±0.002, n = 4). Surprisingly, bacteria harboring GNBP1 did not grow at all in synthetic media containing L-arabinose (OD_600_ after 22h 0.11± 0.002), indicating although GNBP1 and GNBP-like3 share homology, they may be functionally distinct, and GNBP-like3 and DptB may act as bacteriostats.

**Fig 6:**
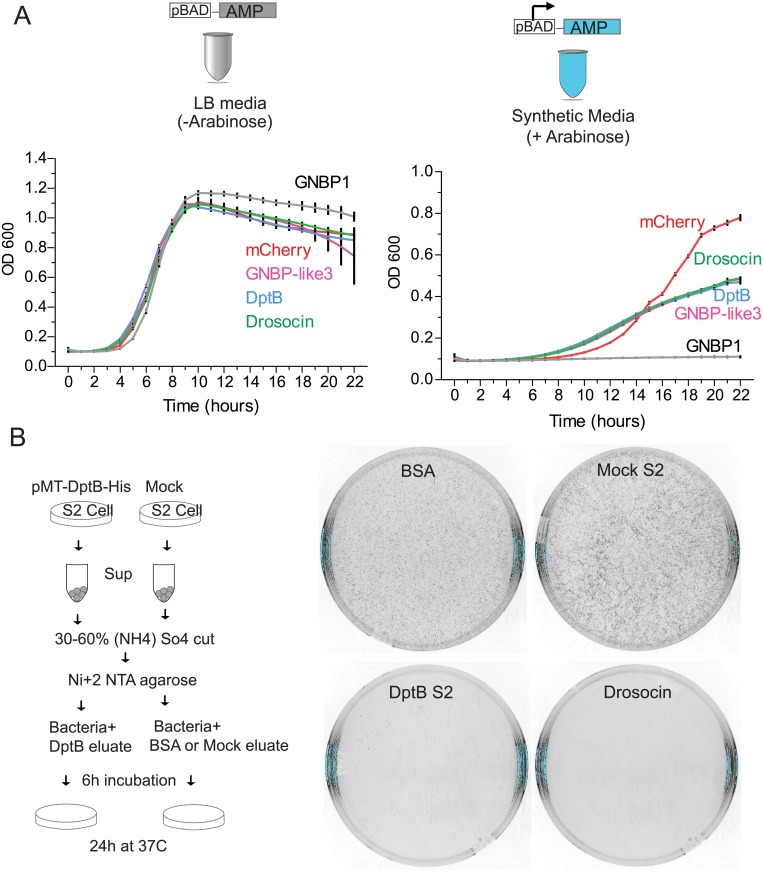
DptB and GNBP-like3 have antimicrobial activity. (**A**) Growth of bacteria bearing GNBP-like3, DptB, Drosocin, GNBP1, and mCherry as a control, in two different culture conditions: the rich LB media (left), and synthetic media with L-arabinose to induce the expression of the constructs (right). Bacterial growth is represented by OD_600_ over time. (**B**) Left, schematic representation of the experimental design. Right, bacterial plates showing that the fraction containing DptB slows bacterial growth. The known antimicrobial peptide Drosocin is used as a positive control. DptB: DiptericinB, GNBP1: Gram-Negative Binding Protein 1, GNBP-like3: Gram-Negative Binding Protein like3.

To assess more directly the effect of DptB and GNBP-like3 on bacterial growth, we attempted to purify them from S2 cells expressing C-terminal HA-tagged DptB and GNBP-like3. The DptB-HA-tagged protein could be detected in the total cell lysate and in the media upon ammonium sulfate precipitation (S10 Fig). Interestingly, as in the brain, the GNBP-like3 had very low expression in S2 cells (S10 Fig), and its low expression level prevented further analysis. To determine whether the secreted DptB peptide possess any biological activity, we expressed a C-terminal histidine-tagged version and enriched for the secreted peptide from the media by in Ni+2 affinity column (Fig 6B). Same amount of untransfected S2-cell media were similarly purified as negative control and the synthetic antimicrobial peptide Drosocin was used as a positive control. Incubation of the Ni+2 affinity bound fraction from DptB expressing cells resulted in inhibition of bacterial growth compared to the untransfected or BSA control, suggesting that the secreted fragment of DptB indeed possess anti-bacterial growth inhibitory activity (Fig 6B). Like direct bacterial expression, addition of DptB to bacteria attenuated growth, but did not abolish it. Taken together these results suggest that DptB and GNBP-like3 have bacteriostatic activity.

## Discussion

We set out to identify genes that are specifically involved in long-term memory. Our experimental setup expected to identify immediate early genes that are transcriptionally induced by behavioral training that produces long-term memory. 

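In a list of memory genes, most of them listed from general knowledge, Gclm fell with starvation alone, by 1.48 on the log2 scale against untrained heads (standard error 0.32, limma adjusted p = 0.0294), and every starved head was below every untrained head. That call was lost in 6 of the 10 fits that each left out one head. Starved heads had no other change past the threshold among the 29 memory genes tested, although 8 of the 29, Gclm included, had an unadjusted p below 0.05.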

We observed that some of the known memory related genes that were changed in the trained groups (S3 Fig), were also changed upon starvation or exposure to sorbose that does not produce robust long-term memory. This suggests that genes that are changed in some of the control conditions may also be important for memory, although they fail to satisfy the criteria we have set up. Moreover, our analysis would miss genes that are involved in memory, but not transcriptionally induced, as illustrated by GNBP-like3 and other memory related genes (S3 Fig). Also, our analysis would miss transcripts that are up- or down- regulated in small number of neurons or specific substructure, since isolation of mRNA from whole head would dilute the differences. Nonetheless, despite these inherent limitations of our analysis, we find, a few immune peptides are consistently up regulated in the adult head in groups that are trained to form long-term memory.

### Normal function of putative antimicrobial and other immunopeptides in the adult brain

For most animals, including insects such as *Drosophila melanogaster*, the ability to remember a potential food source or modulate reproductive behavior based on prior experiences is a valuable trait. Both feeding, and copulation expose the inside of the animal to the external environment. Therefore, these events are likely to engage the immune system in preparation for the exposure to external agents, including pathogens. We postulate that DptB, GNBP-like3, and other AMPs are upregulated in the body to deal with immune challenges. Subsequently, over evolutionary time, in addition to their protective roles in immunity, some immune related genes were repurposed to act as modulators of nervous system function. The nervous system perhaps co-opted these immune genes to convey and store information about specific aspects of experiences. The co-option would be appropriate given that the AMPs and memory are both immediately downstream of stress of starvation or rejection, and AMP proteins would be uniquely available after acute stress. However, what exact information represented by these peptide signals in the brain remains unclear at this stage.

There is increasing evidence that components of the immune system also function in the nervous system [5,6,7,8]. In *Drosophila*, AMPs, such as Metchnikowin (Mtk), Drosocin and Attacin, are implicated in regulation of sleep [9]; moreover, the innate immune receptor PGRP-LC is involved in homeostatic plasticity of neuromuscular junction synapse [6]. More recently, Dpt, a different antimicrobial peptide, has been shown to be important for a form of nonassociative learning, where ethanol preference is modified upon exposure to a predatory wasp [10]. However, to our knowledge, this is the first time that AMPs made in different tissues in the adult head have been found to be involved in modulating long-term memories.

Interestingly, we find that while both DptB and GNBP-like3 have similar requirement for long-term courtship suppression memory, their requirement in associative appetitive memory is different. What accounts for this differential dependency on a set of molecules? It is possible that the animals prioritize survival over reproductive success, and therefore remembering a food source involves several molecules that can compensate for the absence of each other. Indeed appetitive memory is quite robust and requires only one training sessions for 5 minutes, while to elicit long-term courtship suppression memory requires multiple training lasting for 6 hours. In any event, these observations raise the possibility that in addition to common molecular processes, different types of memories may have unique molecular requirements. Indeed, a different group of immune peptides are up-regulated when *Drosophila* forms memory of a predator, such as wasp [10].

### How immune peptides may influence nervous system function

A key unanswered question of considerable interest is how and where DptB, and GNBP-like3, act to influence memory. In innate immunity of *Drosophila*, it is well characterized how an invading pathogen induces the expression of AMPs via the PGRP-IMD and Toll- myD88 pathway[16]. However, in spite of decades of work, with few exceptions, it remains unclear how the majority of the AMPs function[32]. Nonetheless, in addition to directly disrupting the bacterial membrane, there are other proposed activities of AMPs that can provide some clues to how they can influence cellular functions [17]. For example, the AMPs are known to modulate the host inflammatory responses by acting as chemoattractant, inducing cytokines expression or stimulating cellular migration or proliferation [17,33]. These actions of AMPs are mediated by directly or indirectly acting on some host cell surface receptors and engaging downstream signalling pathways [17]. We envision that in the nervous system, DptB and GNBP-like3 may similarly directly or indirectly influence neuronal activity by activating specific signalling pathways that may be similar to or distinct from immune cells. Among proposed mechanisms of AMP-mediated activation of signalling pathways that may be relevant in this context is indirect activation of receptors by displacing ligands, altering membrane microdomains, or directly acting as an alternate ligand [17]. Indeed, the possibility of AMPs acting as an alternate ligand is not unprecedented. For example, mammalian β-defensin acts as a ligand for the melanocortin receptor 1 (Mc1r) to control melanin synthesis [34]. Therefore, to understand how these AMPs act at molecular and cellular level it would be important to identify the “receptors” of these AMPs in the adult brain. Identification of interacting molecules would uncover in which cell population these AMPs act, how they change cellular function and when the AMP-mediated modulation of the cellular function is important for memory.

Is there additional significance to the observation that AMPs modulate nervous system functions? Curiously, some neuropeptides, like NPY, possess antimicrobial activity, and innate immunity-related peptides are expressed in the mammalian brain [35]. However, the expression of AMPs in the brain is often associated with dysfunction. For example, overexpression of antimicrobial peptides in *Drosophila* brain accelerates neurodegeneration [36]. Recently, Aβ-42, the truncated product of amyloid-precursor-protein (APP) and a causative agent for Alzheimer’s disease, has been postulated to be an AMP [37]. In this view, although the central nervous system is isolated by the blood-brain-barrier, these AMPs are present in the brain to fight invading pathogens, or the AMPs are produced in the brain in response to inflammation or other stress. We speculate that AMPs are made in the brain, not necessarily exclusively for immune related functions, but also to regulate nervous system functions. Indeed, the requirement of GNBP-like3 in neurons and its presence in synaptosomes are consistent with such a possibility. That some AMP expression eventually leads to dysfunction is perhaps an unintended consequence of a normal process [38].

### Methods

#### Fly strains

Gal4 lines used in behavioral experiments: S32, head fat body driver (BDSC #8527); S106, body fat body driver (BDSC #8151); 3.1Lsp2, head and body fat body driver is a gift from Dr. Brigitte Dauwalder; Actin-geneSwitch (255B) was a gift from Dr. John Tower; for glial cell driver we used RepoGal4 (BDSC #7415); for neuronal drivers we used ElavGal4 (BDSC #458) and Elav-geneSwitch which is a gift from Haig Keshishian. UAS RNAi lines: mCherry (BDSC #35785), DptB (BDSC #28975), luciferase (BDSC #35788), Dpt (BDSC #53923), AttA (BDSC #56904), AttB (BDSC #57392), AttC (VDRC #101213), Drs (BDSC #55391), Def (BDSC #29524), Mtk (BDSC #28546), Dro (VDRC #105251), GNBP-like3 (VDRC #107358). Flies were maintained at 25 °C, with a 12:12 light:dark period.

#### Isolation of single fly head RNA

After indicated behavioral treatment, flies were flash frozen in liquid nitrogen. Single animals were then isolated on dry ice to avoid thawing and collected in 1.5 mL Eppendorf tubes, which were immediately replaced in liquid nitrogen. To separate heads from bodies the flies were either vortexed or individually cut off in a dry ice block. RNA was then collected with the Maxwell 16 LEV simplyRNA Tissue Kit (Promega). Briefly, the given tissue was homogenized in 50 μl of Homogenization Buffer for 15 seconds using an RNAse/DNAse free pestle (VWR) and electric pestle mixer (VWR). An additional 150 μl of Homogenization Buffer was then added followed by addition of 200 μl of Lysis Buffer. Samples were then vortexed for 15 seconds and spun down. The provided cartridges were used according to the protocol to purify the RNA in 30 μl of nuclease free water. After completion of the RNA isolation, samples were placed in a vacuum centrifuge for approximately 8 minutes to achieve a volume of 5–7 μl.

#### mRNA-Seq

Samples were all collected using RNA isolation as described above. In appetitive memory paradigm for each condition the number of single female fly heads in the analysis were as follow: Untreated: 5 individual heads; starved: 5 individual heads; 1 hour post training (Sucrose): 6 individual heads; 4 hours post training (Sucrose): 5 individual heads; 4 hours post training (Sucrose II): 6 individual heads; 4 hours post training (Sorbose): 6 individual heads. In male courtship suppression paradigm 6 individual virgin male fly heads were collected after the following conditions: 1 hour after 1X mock training, 1 hour after 1X training with an unreceptive female; 1 hour after 3X mock training, and 1 hour after 3X training with an unreceptive female. Library preparation and submission was conducted by the Molecular Biology Core at the Stowers Institute. For analysis of the data we used a protocol described by Trapnell et al. [39]. Briefly, RNA-seq analysis was done using TopHat v1.4.1 [39] and Bowtie v0.12.7. Only uniquely mapping reads to fly genome UCSC dm3 were used. Fly transcript annotations were from Ensembl 65. Differentially expressed genes were called with an adjusted p value (FDR) < 0.05 by cuffdiff v1.3.0.

#### Quantitative PCR

The qPCR was performed as described in Gill et.al [40] except random hexamer was used for cDNA synthesis. The following primers were used for DptB qPCR: “ACTGGCATATGCTCCCAATTT” and “TCAGATCGAATCCTTGCTTTGG”. GNBP-like3 (“CAATGGACGCTGGACTTA” and “ACCTCTGGTTGTAGTTGTG”), and alpha tubulin 84B(“TCCAATAAAAACTCAATATG” and “AAGCCGGAGCCGGTACCTCC”).

#### RT-PCR

Total mRNA was isolated using Trizol and cDNA was synthesized using the first-strand cDNA synthesis kit (Invitrogen). PCR was performed using the following primers: DptB (“TGGGCTTATCCCTATCCTGA” and “ATAGGGTCCACCAAGGTGCT”), AttA (“ACAATGTGGTGGGTCAGGTT” and “GTCAAGGAAGCACCATGTCC”), AttB (“ATTGGCAATCCCAACCATAA” and “TGTCCGTTGATGTGGGAGTA”), AttC (“GGTATCCACTCCCGTAACCA” and “TCCAATTGCTTACCCAATCC”), and Actin42A (“TGGACAGGTCATCACCATCGGAAA” and “TTGTAGGTGGTCTCGTGAATGCCA”).

#### Immunohistochemistry

Flies were decapitated in CO_2_. Fly heads were frozen in OCT. 25 μm frozen sections of these fly heads were fixed in 4% paraformaldehyde in TBS-Tri (0.05% Triton-X-100) for 10 min at room temperature. After washes in TBS-Tween (0.05% Tween20), the sections were blocked in TBS-Tween-NGS (Normal Goat Serum, 10%) at room temperature for 1 h, and then incubated with primary antibody in TBS-Tween-NGS overnight at 4°C. The second day, sections were washed in TBS-Tween and then incubated in secondary antibody in TBS-Tween-NGS overnight at 4°C. After additional washes, sections were mounted in Vectashield medium with DAPI and coverslips. Rabbit-anti-GFP (MBL #598), mouse-anti-bruchpilot (DSHB nc82) were used as primary antibodies. Alexa-594 coupled anti-rabbit, and Alexa-647 coupled anti-mouse secondary antibodies were used. Confocal images were acquired using Ultraview Spinning Disc confocal microscope.

#### Generation of DptB and GNBP-like3 knock-out flies

DptB gRNA (target sequence “GCAGATGAGATTCCCCAATTGGG” and “GGCGGTGGAAGCCCAAAGCAAGG”) and GNBP-like3 gRNA (target sequence “CGAGAACTGAGGCTTCAGCGCGG” and “GACGCTGGACTTATCGCAACCGG”) were cloned into vector pU6.2, which were then injected into the attP2 line (BDSC #25710), or nos-Cas9 (III-attP2) line by BestGene, respectively. In case of DptB gRNA flies were crossed to nos-cas9 flies to obtain founders. KO were screened and confirmed by PCR and sequencing. Then KO flies were backcrossed to Canton-S background.

#### Generation of DptB and GNBP-like3 eGFP flies

DptB promoter-eGFP genomic construct was made, by Gibson assembling these fragments: (1) linearized pattB vector; (2) DptB upstream (intergenic region between Dpt and DptB, presumably contains promoter and region for DptB); (3) eGFP; (4) DptB downstream (intergenic region between DptB and CG43109). This construct was injected into attP2 line (BDSC #25710) to generate DptB promoter-eGFP line. GNBP-like3 promoter-eGFP genomic construct was made, by Gibson assembling these fragments: (1) linearized PHD-dsRed vector; (2) GNBP-like3 upstream (~1.2 Kb, presumably contains promoter for GNBP-like3); (3) eGFP; (4) GNBP-like3 downstream (~1.2 Kb). This construct, together with gRNAs were injected into nos-Cas9 (III-attP2) line by BestGene to generate GNBP-like3 endogenous locus substitution by eGFP.

#### Courtship behavior

Male virgin flies were taken soon after eclosion and were kept in isolation for 5 days. In the fifth day, each male was introduced in a chamber with a 5-day-old virgin female and recorded them for 30 minutes. Manually, we studied the parameters described in Ejima and Griffith, 2007; Courtship latency: the time between introduction of the male fly and the first attempt to court, which is measured as orientation of the male fly towards the female; Copulation latency: time between pairing and first successful mounting; Copulation duration: total duration of the first mounting episode.

#### Male courtship suppression paradigm

The male courtship suppression conditioning was carried out as described previously [41]. Briefly, male flies were collected shortly after eclosion and housed individually for 5 days. For GeneSwitch experiments, flies were fed 1 mM RU-486 (mifepristone, SigmaM8046) in 2% sucrose for 3 days (starting with 2 days old flies) before training. Three spaced trainings were performed on day 5. Every training session lasted for 2 hours with 30 min intervals. During training, mated females were introduced to the males. For mock training male flies were introduced into the training tubes without any female flies. Flies were tested 15 minutes and 24 hours after training. Acrylic wheels with six 2.5cm diameter chambers were constructed using a laser cutter. Six webcams were mounted above and imaged at 15fps simultaneously for 15minute sessions. Customized software based on the DirectX. Capture library was used for acquisition. Images were subsequently processed in FiJi to extract courtship segments using custom macros and plugins (http://github.com/jouyun). The courtship Index (CI) was measured as the fraction of time the tested male spent chasing the female in a 10 min interval using an automated ImageJ based program. The Memory Index (MI) was calculated as: 1 –(*CI*_*Trained*_ / *CI*_*Naive*_) where CI trained is the courtship index of a trained fly, and CI Naive is the average of the courtship index of the naive flies, respectively.

#### Sucrose preference

The two-choice tests were performed essentially as previously described in McGinnis et.al [14]. Briefly, 1 to 4-day-old flies were food-deprived in groups of 50 for 18–24 h in tubes containing kimwipes wet with 3 ml of water. 1% agarose (Sigma) was mixed into sugar solutions along with red or green food dye (1%, McCormick), and 15 μl drops were pipetted into 60-well minitrays (Thermo Scientific). 50 flies were allowed to feed for 5 min in complete darkness and the color in their abdomens was assessed under a dissecting microscope. Preference index was calculated as (number of flies eating sugar)/(total number of flies). To rule out the color bias half of the experiments had the colors reversed.

#### Appetitive associated memory paradigm

The appetitive associative training was carried out as described previously [41]. Briefly, ~100 flies were food deprived for 20–24 hours before conditioning. Flies were transferred to the −CS tube and exposed to an odor for 2 min. After 30 s of air stream, the flies were shifted to the +CS tube in the presence of the second odor for 2 min. Memory was tested 24 or 48 h after training. For 24-hour test, flies were given standard cornmeal food for 3 to 6 h after training and starved again for 17–20 h before testing. For 48-hour memory test, flies were given standard cornmeal food for 17–24 h after training and then were starved for 24–30 h prior to test. During testing, animals were given 2 min to choose between the two odors. Different group of flies were trained in a reciprocal experiment in which the −CS/+CS odor combination was reversed (3-Octanol or 4-Methylcyclohexanol). The memory index (MI) is calculated as the number of flies in the reward odor minus the number of flies in the control odor, divided by the total number of flies in the experiment. A single MI value is the average score of the first and the reciprocal experiment.

#### Heat box paradigm

The heat box operant conditioning was performed using the apparatus and protocol of Wustmann et al. [19] and as described in Gill et. al [40].

#### RNAscope *in situ* hybridization

The brains were dissected in PBS and fixed immediately in 4% PFA for 30 minutes. After washing with PBS-T (PBS + Triton 0.1%), the brains were dehydrated by sequentially washing (5 min/wash) in 25%, 50%, 75% and 100% methanol and eventually left in 100% MeOH at -20°C for 3 hours. All dilutions that required water were done using DEPC treated water Subsequently, the brains were incubated in protease III solution at room temperature for 20 minutes, washed in PBS-T and incubated with the probes at 50°C overnight. All subsequent washes were done using 0.2X SSCT for 5 minutes 3 times. The brains were washed to remove the unbound probe, fixed with 4% PFA for 10 minutes. The brains were then washed and incubated with Amplifier1 at 42°C for 30 minutes, Amplifier2 at 42°C for 15 minutes, Amplifier3 at 42°C for 30 minutes and Amplifier4AltA at 42°C for 15 minutes. Between each amplification step the brains were washed. After the final wash, the brains were mounted in Vectashield mounting media with DAPI. Images were acquired in an Ultraview Spinning Disc confocal microscope and the images were processed using ImageJ. The experiment was repeated more than 3 times with independent biological samples.

#### Synaptosome from adult fly head

Synaptosomes were purified as described in Majumdar et.al [12]. Briefly all Sucrose solutions were made in Buffer A [10mM Tris.HCl (pH7.5)]. Adult fly heads were crushed in 0.32 M sucrose buffer (2ml/0.5gm of head) and centrifuged twice at 1000Xg for 20 min to separate the nucleus and other heavier cellular components from the membrane and soluble proteins. The supernatant (T) was centrifuged at 15000Xg for 15 min and the resulting pellet was resuspended and centrifuged again 15000Xg for 10 min to obtain washed crude synaptosome fraction (P1). The P1 fraction was resuspended in 0.32 M Sucrose buffer and 1 ml of the resuspended pellet was loaded on top of a 9.9 ml 0.5 M, 0.8 M and 1.2 M sucrose buffer step gradient and centrifuged at 100,000Xg for 3 hours in a Beckman SW40 rotor. The interface between 0.8 and 1.2 M sucrose was collected, pelleted, resuspended in 1 ml of 0.32 M sucrose solutions and again loaded. The interface between 0.8 and 1.2 M sucrose was collected, diluted to 8 ml with 0.32 M Sucrose, loaded on top of 4 ml 0.8 M sucrose buffer and centrifuged at 230,000xg for 22 min in SW40 rotor to obtain purified synaptosome (P2). The pellet was extracted with 1% NP40 and 1% Triton X-100, 10 mM Tris.HCl (pH7.5) buffer. The resuspended pellet was centrifuged 15,000xg for 15 min and the supernatant was used as soluble synaptic fraction. The pellet containing purified synaptic membrane was extracted with buffer containing 1%NP-40, 1%TritonX-100 and 1%SDS, 10mM Tris.HCl (pH7.5) (P3).

#### Antimicrobial activity

The open reading frame of DptB, GNBP-like3, Drosocin and GNBP1 were cloned into bacterial pDiGc expression vector [42]. NheI and AleI restriction sites were introduced into the 5 and 3’ end of the cDNA and introduced into the same sites in pDiGc vector. To study bacterial growth, bacteria carrying the pDiGc-AMPs were grown in LB (pH = 7) or MgM-MES media (pH = 5) in presence of ampicillin overnight at 37°C. The cultures from log phase were diluted to 0.1 OD_600_ either in LB media or in synthetic media containing L-arabinose (0.2% w/v, Sigma). The cultures were grown in 96-well plates and using a spectrophotometer OD_600_ was measured continuously for 22 hours at 37°C. The absolute value of ODs after every hour was plotted mean +/- Standard Deviation of the mean.

To purify His-tagged DptB, C-terminal 6XHis tagged DptB was cloned placed Cu+2 inducible metalothionin promoter and the construct was inserted in S2 cell genome to make stable cell line. 500 ml of S2 cell in SPX/PS media (a protein free media) was induced with 500 uM CuSO4 and after 48 h cells were harvested at 5000 rpm, 15 min at 4°C. The supernatant was subjected to 0–30% and 30–60% ammonium sulphate cut. The pellet of 30–60% cut was dissolved in 10 ml PBS and dialyzed against 1 lit PBS at 4°C overnight. The dialyzed material was incubated with 3 ml Ni+2-NTA agarose, washed and eluted with 300 mM imidazole and dialyzed against sterile 0.9% NaCl.

To assess anti-microbial activity, bacteria was grown to log phase (OD_600_ 0.5–1.0), collected by centrifugation at 8000 rpm for 30 s, washed with 0.9% NaCl and resuspended with 0.9% NaCl to 0.002A. 15 μl of bacteria was added to 15 μl protein solution, incubated at room temperature for 5 h and spread into a LB-plate. Different dilutions were spread to ensure easy visualization of the colonies, and same dilutions were compared to measure the effect on growth, if any.

#### Statistical analysis and number of trials (*n*)

All statistical analysis was performed using Graphpad Prism 6. All data met the assumption of homogeneity of variance, therefore unpaired two-tailed t-test or one-way analysis of variance (ANOVA) was performed, with Bonferroni post-hoc test between pairs of samples. ANOVA tests for significance were performed a probability value of 0.05 and more stringent values are listed in each figure where applicable. For all experiments, each *n* is considered a biological replicate; separate trials used independent samples of genetically identical flies. In courtship conditioning each *n* constitutes a single male fly. For survival curves, each *n* is a population measure generated by 20–25 flies placed in a tube with kimwipes soaked in water. Percent survival indicates the percentage of flies alive at each timepoint. For olfactory training experiments with sugar: one trial consists of giving a group of approximately 50–70 flies water and 3-octanol for two minutes, waiting 30 seconds, then giving sugar and 4-methylcyclohexanol for two minutes. Another group is trained with water and 4-methylcyclohexanol, then sugar and 3-octanol. Memory scores are calculated for each of these two trials and averaged. This average constitutes a single *n*, which is approximately 100 flies. In all long-term memory experiments, experimental manipulations for which a negative result was plausible or expected were always trained alongside a positive control. This is the reason for large numbers of n in some controls.

**Processing of Genomic Data Sets:**
1. Courtship suppression microarray 0 h & 24 h [43](Kitamoto et al., 2006)
2. Courtship suppression mRNA seq 24 h (Winbush et al., 2012)[44]
3. Appetitive Sucrose or L-sorbose 4 h after training
4. Appetitive Sucrose 1 h & 4 h after training
5. Courtship suppression 1X and 3x training

The genomic data was processed using tools developed by Benjamini and Hochberg (1995) [45], and Robinson et al. (2010) [46]. The courtship suppression microarray data set representing studies of Kitamoto et al. 2006 was found under ArrayExpress accession number: E-GEOD-4032 and subsequently retrieved from GEO using accession numberGSE4032. The data was analyzed with GEO2R based on descriptions of the twelve samples on the GEO Accession viewer, as listed in S6 Table.

Data was analyzed using GEO2R under default settings. Data was exported with log transformation and the p-values were adjusted with Benjamini & Hochberg (1995)[45]. Probes with a p-value less than 0.05 were considered significant. Those probes were translated to genes using the NetAffx Analysis Center provided by AffyMetrix NetAffx. Some probes translated into multiple genes; in that case, each gene was assigned the p-value corresponding to the probe. The reverse also occurred: sometimes multiple probe sets would target the same single gene, thus the gene may have multiple p-values assigned to it. In such cases, the lowest p-value was assigned to highlight the potential significance of that gene. For the clear majority of genes, neither case occurred. Most probes corresponded to one gene and one value.

Data from Winbush et al. (2012) [44], representing a courtship conditioning paradigm was downloaded from SRA under accession number SRA055890. Data was aligned to dm6 using tophat2 and Ensembl 84 gene models. The edgeR library (Robinson et al., 2010)[46] in the R environment was used for normalization and to assess differentially expressed genes between conditions. P-values were adjusted for multiple hypothesis testing the method of Benjamini and Hochberg (1995).

Data sets 3, 4, and 5, representing Appetitive conditioning with either Sucrose or L-sorbose (3) or a replicate experiment with Sucrose at 1 and 4 hours (4), or a Courtship conditioning paradigm (5) were processed identically as described for the data from Winbush et al. (2012)[18] as described above.

## Supporting information

S1 Table Genes that are up- or down-regulated after 1X or 3X training in male courtship suppression paradigm. In red, genes up-regulated; in green, down-regulated. Antimicrobial peptides are highlighted in bold.
(XLSX) Click here for additional data file.

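The list for the second sucrose experiment in S2 Table has 872 entries by the paper's count, under a heading that names the starved flies as the control, and 844 of them could be matched to the deposited gene identifiers by symbol. Of the 691 that were tested, 393 were among the 669 genes that changed 4 hours after training against starved heads, where 44.0 would be by chance (two-sided Fisher's exact test, odds ratio 45.6, p below 1e-300). Against untrained heads, 88 of the 691 were among the 357 genes that changed, and 23.5 would be by chance (Fisher's exact test, odds ratio 5.18). The list and the calls come from the same heads, so the overlap does not show how stable the calls are. Of 158 tested genes that S2 Table gives as common to both sucrose experiments without the sorbose genes, 97 changed here against starved heads and 15 against untrained heads.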

S2 Table Genes up- or down-regulated after different appetitive associative conditionings. In red, genes up-regulated; in green, down-regulated. Antimicrobial peptides are highlighted in bold.
(XLSX) Click here for additional data file.

S3 Table Genes up- or down-regulated after different male courtship suppression trainings, and different mRNA sequencing methods. Antimicrobial peptides are highlighted in bold.
(XLSX) Click here for additional data file.

S4 Table Genes that are significantly changed under various behavioral conditions. 

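For the appetitive sucrose experiment, S4 Table marks 186 genes at 4 hours and 58 at 1 hour by the paper's count, of which 135 and 49 were tested here. Of the 135 genes, 27 changed 4 hours after training against untrained heads (4.59 by chance, odds ratio 7.60) and 39 against starved heads (8.60 by chance, odds ratio 6.28). Of the 49 genes, 14 changed 1 hour after training against untrained heads (4.40 by chance, odds ratio 4.10) and 5 against starved heads (0.271 by chance, odds ratio 22.3). Two-sided Fisher's exact tests gave p = 5.56e-14, 3.15e-16, 6.82e-05 and 6.83e-06 for these 4 overlaps in that order. Only the second sucrose experiment has a 1-hour group, so the 1-hour list comes from the heads tested here. The 4-hour list is marked alongside it and is likely to as well. Overlaps with calls on the same heads do not show how stable the calls are.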

Significant change (up or down) in mRNA level compared to control is indicated with **√**. The checked genes were chosen at an FDR less than 0.05, and the table is simply meant to be a summary view of genes with an FDR less than 0.05. The change in mRNA level after training in courtship paradigm (0h and 24h, microarray, and RNAseq) from other groups, and 1h after training in appetitive associative memory paradigms are also included in the table. Please see processing of mRNA sequencing data in the methods section for detail analysis. Antimicrobial peptides are highlighted in bold.
(XLSX) Click here for additional data file.

S5 Table The mass-spec analysis of purified synaptic membrane and synaptic soluble fractions. Proteins that were detected at least two samples are included in the list. Mb stands for synaptic membrane fraction and sol stands for soluble fraction. Please see the synaptosome from adult fly head in methods section for detail information.
(XLSX) Click here for additional data file.

S6 Table GSE4032 samples. Descriptions of the twelve samples for GSE4032 from the courtship suppression microarray data set representing studies of Kitamoto *et al*. 2006.
(XLSX) Click here for additional data file.

S1 Fig Sucrose produces stronger long-term memory than L-sorbose in associate appetitive paradigm. Memory index of flies trained with sucrose, and L-sorbose. The data are plotted as mean ± SEM.
(EPS) Click here for additional data file.

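The volcano plots of the second sucrose experiment set the fold change of each gene against its significance. In its heads 2107 genes, or 20.1% of those tested, had an unadjusted p below 0.05 at 4 hours after sucrose training against untrained heads, and 2328, or 22.2%, against starved heads. Among the genes past the limma adjusted threshold, the median size of the log2 fold change was 0.52 against untrained heads and 0.58 against starved heads, so most of these changes were less than 2-fold. Against starved heads 56.8% of the changed genes were higher with the deposited scaling, 69.2% with every head rescaled to the same 75th percentile and 68.8% with the same total RPKM. The majority reversed without starved replicate 3, with 275 genes higher and 363 lower (43.1% higher). It also reversed with sample quality weights, added after the data were seen (46.3% higher). Leaving out any other single head kept more genes higher than lower. The genes changed against untrained heads and those changed against starved heads shared 121 genes. Of these, 119 changed in the same direction, and both comparisons use the same 4-hour heads.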

S2 Fig Gene expression changes under different training conditions. (**A**) Volcano plots showing genes up- or down-regulated after 1X training (left), or 3X training (right), compared to mock trained control. (**B**) Volcano plots showing genes up- or down-regulated after sucrose or sorbose training compared to the CS only control in the experiment 1(top); and genes up- or down- regulated after sucrose training compared to the untrained or starvation controls in the experiment 2 (bottom).
(EPS) Click here for additional data file.

S3 Fig Expression of known memory genes under different training conditions. Heat map of the expression of known memory genes measured 1 hour or 4 hours after different training conditions.

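A list of 34 memory genes was used, of which Gclm and Tig are named in the text of the paper and the others were listed from general knowledge, so it need not hold the genes of the heat map. Of the 34, 30 were in the deposited values and 29 were tested. At 4 hours after sucrose training the log2 fold changes of these genes ran from -0.95 to 0.54 against untrained heads and from -0.72 to 2.03 against starved heads, and at 1 hour from -0.39 to 0.33 against untrained heads and from -0.21 to 1.55 against starved heads. Besides Gclm, 3 of the 29 passed the limma adjusted threshold, and they are named here after their values were seen. The gene nord was higher than in untrained heads at both times, by 0.33 at 4 hours (standard error 0.07, limma adjusted p = 0.0190) and by 0.33 at 1 hour (standard error 0.06, limma adjusted p = 0.00726). Dop1R2 was higher than in untrained heads at 1 hour, by 0.23 (standard error 0.07, limma adjusted p = 0.0360), and Pka-C1 was lower than in starved heads at 4 hours, with a log2 fold change of -0.28 (standard error 0.08, limma adjusted p = 0.0335). Adjusting over the 29 genes alone gave the same genes in each comparison.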

(EPS) Click here for additional data file.

S4 Fig DptB expression changes after male courtship suppression training in various studies. **(A)** Left, schematic representation of the male courtship suppression training used by other groups. Right, Venn diagram depicting gene expression changes in male courtship suppression paradigms performed by others, compared to this study. The common three genes are indicated in the box. (**B**) Efficiency of RNAi-mediated knock down of DptB and GNBP-like3 in different tissues. The cDNA synthesized from total mRNA from adult head was subjected to RT-PCR using gene-specific primers. The tubulin was used for normalization and the mCherryRNAi was used as control. In higher PCR cycles we observed some low intensity bands in -RT controls, indicating low level genomic contamination although the mRNA was treated with DNAse1 prior to cDNA synthesis. The values are mean of two independent experiments.
(EPS) Click here for additional data file.

S5 Fig Innate behavior is unchanged in DptB null or knock down flies. Left, courtship latency: after pairing time lag for the first display of courtship behavior; Middle, copulation latency: after pairing time lag before first successful mounting; Right, duration of copulation: once initiated, the duration of the first copulation; (**A**) of DptB null flies and (**B**) of DptB RNAi expressed in head fat body. (**C**) Detection of sucrose in different concentration is unaffected upon removal of DptB or GNBP-like3. Sucrose preference index of flies in indicated sucrose concentrations. The data are plotted as mean ± SEM. Ns stands for no statistically significant difference.
(EPS) Click here for additional data file.

S6 Fig DptB knock down or knock out does not impair short-term aversive memory or locomotion. Memory is measured as the duration of the preferred response for unpunished side. Flies are either trained in a single trial protocol (1^st^) or multiple trial protocol where the single training protocol is repeated successively for 6 times [47,48]. (**A**) Removal of DptB gene or (**C**) expression of DptB RNAi in head fat body does not impair the ability to avoid the punished side. (**B**) The removal of DptB gene does not change locomotion. The decline in locomotion after each training is identical to that of wild type flies. The data are plotted as mean ± SEM. (**D**) The survival rate of male DptB and GNBP-like3 knockout flies. The graphs show the mean % ± SEM of flies alive after housing just in water. The n = 3 and each n is comprised of 20–25 fliies.
(EPS) Click here for additional data file.

S7 Fig GNBP-like3 knock down does not impair innate courtship behavior or locomotion. (**A**) Left, courtship latency: after pairing time lag for the first display of courtship behavior; Middle, copulation latency: after pairing time lag before first successful mounting; Right, duration of copulation: once initiated, the duration of the first copulation. (**B**) Performance index after training in the heat box paradigm of GNBP-like3 knock out or neuronal knock down flies. The graphs show the mean performance index in successive tests after training. (**C**) The survival rate of male GNBP-like3 neuronal knock down flies. The graphs show the mean % ± SEM of flies alive after housing just in water. The n = 3 and each n is comprised of 20–25 flies.
(EPS) Click here for additional data file.

S8 Fig Expression of EGFP under GNBP-like 3 or DptB-regulatory sequences. (**A**) Western blot of fly heads expressing EGFP driven by GNBP-like3 or DptB regulatory sequences. The expression from GNBP-like3 locus is significantly lower than that from the DptB locus. The wild type fly head extracts serve as antibody specificity control. (**B**) Expression of EGFP in central brain under DptB-regulatory sequence. Immunostaining of experimental (top), or control flies (bottom) for EGFP expression in the central brain region. There are no obvious differences between the EGFP and control flies, indicating DptB expression in the central brain is likely very low. (**C**) GNBP-like3 mRNA expression determined by RNAscope *in situ* hybridization shows expression in the central brain. The boxed regions are shown in higher magnification. Scale bar: 50 μm.
(EPS) Click here for additional data file.

S9 Fig GNBP-like3 is present in the adult brain synaptosomes. (**A**) Scheme of the synaptosome purification. Heads were isolated from ~50 ml of flies and synaptosomes was prepared using a multistep procedure. (**B**) GO-term analysis of the 101 membrane proteins show top five GO-term categories are associated with synapse. (**C**) Venn diagram depicting distribution of immune peptides in the synaptosomes preparation. Among 43 annotated immune peptides only GNBP-like 3 is detected in the synaptosomes.
(EPS) Click here for additional data file.

S10 Fig HA-tagged DptB is secreted in the media. (**A**) Top, schematic representation of the experiment. Bottom, 48h after transfection cells were harvested and using western blotting the media and the pellet were probed for secreted and total DptB or GNBP-like3 expression respectively. The media contains a smaller DptBHA fragment consistent with a processed and secreted peptide. The GNBP-like3 was detected only in the total cell lysates. Actin serves as a loading control. (**B**) Top, schematic representation of the experiment. Bottom, the media from DptB-HA-tagged stable cell line was harvested and subjected 0–25%, 25–40% and 40–60% ammonium sulfate cut. Samples from each step were analyzed in western for HA-tagged DptB. Media from untransfected S2 cells were similarly treated and used as control (Con). Processed DptB is present in the media.
(EPS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

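The data are RNA levels of 17559 genes in 21 heads of single female flies in 4 groups. Of these, 5 heads came from untrained fed flies, 5 from starved flies that were not trained, 6 from flies collected 1 hour after they were trained with an odor and sucrose, and 5 from flies collected 4 hours after this training. The samples were matched to these groups by their labels and by the group sizes in the Methods. For the sucrose groups the Methods list 2 sets at 4 hours, and the heads analysed here were taken as Experiment 2 because only that experiment has untrained, starved and 1-hour groups.

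The authors made RPKM values from reads of non-stranded polyA libraries, one library for each head, with uniquely mapping reads only, and deposited one RPKM value for each gene and head. The Methods name TopHat2 and the dm6 genome for this data set, and TopHat with Bowtie, dm3 and cuffdiff in another paragraph. For each of the 17212 genes above 0 in at least one head, the deposited RPKM values were whole multiples of the value of a single read in every head, so 100.0% of these genes gave whole reads. Of the gene lengths found in this way, 16494 equal the summed exons of the gene in BDGP6.54. The library size by which the authors divided was 0.812 to 1.13 times the reads on genes, so a scaling between heads is already within the values. Reads on genes ran from 36076678 to 67918703 per head, with a median of 48904123. The precision of a level in one head follows from its reads, which for DptB numbered 140 to 46538 per head. No pair of heads within a group held the same library, since the lowest chi-square per gene between replicates was 23.5. Gene symbols came from a table of current names for 17252 identifiers and from tables of the paper for 32 more, and 275 identifiers had no symbol. No deposited column was left unused.

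Because RPKM values are not counts, groups were compared on log2(RPKM + 1) with limma 3.58.1 in R 4.3.3, with lmFit and with eBayes and a mean-variance trend. All 21 heads entered one fit with one mean for each group. The 10501 genes with an RPKM of at least 1 in at least 5 heads were tested, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 5 comparisons were each time after training against untrained and against starved heads, and starved against untrained heads. A sixth set 4 hours against 1 hour after training. The fit was tested on simulated reads drawn around the mean level of each real gene, with a dispersion of 0.1. Of these genes 200 were changed, each by more than the median change called in any comparison here. The fit called 188 of the 197 changed genes that passed the filter, or 95.4%. It made 194 calls, of which 6 (3.09%) were unchanged genes, and 0 calls when no gene was changed. All simulated genes had the same dispersion and no head was set apart from the others. The real heads did not share these settings, and another division of the starved and untrained heads gave 483 genes. These rates therefore need not hold for the real heads.

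For single genes and for the mean of a list of genes in each head, exact two-sided permutation tests were run, whose smallest possible p is 0.00794 for 5 heads against 5 and 0.00216 for 6 against 5. The lists were 21 antimicrobial peptide genes, 129 other immune genes and 34 memory genes, and 10 genes of the fat body. They were written by hand from general knowledge, apart from the memory genes Gclm and Tig, which the paper names, so they need not be the genes of Fig 1D and S3 Fig. Overlaps with the gene lists in the supplementary tables were tested by Fisher's exact test over the genes tested here. Same-numbered heads in different groups are different flies, and the pairing by replicate number comes from the labels alone.

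The groups, the tests, the lists of immune and memory genes, the alternatives and the rule for naming genes were set before the data were examined, and the list of fat body genes before its test was run. The rule names every gene the paper names from this experiment and, in each of the 5 comparisons, the 3 genes with the highest and the 3 with the lowest log2 fold change among the changed genes whose heads did not overlap. Genes named outside this rule are said to be so where they appear. The alternatives were a pseudocount of 0.1, no filter, a mean RPKM of at least 5, rescaling to the same 75th percentile or to the same total RPKM, eBayes without a trend, robust eBayes, a fit of only the 2 groups compared, the replicate number as a block, leaving out each head in turn and, for the antimicrobial mean, only the 9 genes that Fig 1D names. Added after the data were seen were voom weights on the recovered reads and sample quality weights. A count test, such as the edgeR that the Methods name, was not run, because the deposited unit is RPKM. Whole reads could be recovered from it, so such a test would have been possible. Tables and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The first population, the sorbose groups and the courtship experiments were not analysed here.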

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

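The tests of counting noise, of a male fly and of rescaling to the same total RPKM were chosen only after the result was seen.

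Among 100 groups of heads and measures examined for a head far from the others, 9 had one, where chance gives 5 (1 in 20). The measure was the gap from the extreme head to its neighbour as a share of the range of the group. Untrained replicate 2 had 3.24% of its reads on small structural RNA genes against at most 0.0260% in the other untrained heads, a share of the range of 0.996. In AttD this head held 5.14 on the log2(RPKM + 1) scale against 0.72 to 1.23 in the other untrained heads (share 0.886), and in Drs 6.21 against 3.07 to 3.84 (share 0.754). In Def, untrained replicate 6 held 6.88 against 3.76 to 4.61 (share 0.728). At 4 hours, replicate 1 held 3.77 in AttD against 0.41 to 1.01 (share 0.823). Starved replicate 4 held 9.47 in Dro against 2.97 to 4.56 (share 0.755) and 10.71 in Mtk against 4.68 to 5.95 (share 0.790). At 1 hour, replicate 6 had the highest mean of the other immune genes, 4.68 against 4.24 to 4.37 (share 0.717), and the most reads on genes, 26.02 on the log2 scale against 25.52 to 25.64 (share 0.755).

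For the small structural RNA of untrained replicate 2, a few genes taking reads from the others was weighed first. With those 293 genes left out, the scaling factor of this library lay 3.73% under the next lowest, but that value follows from their share of the reads, so the test does not decide. Over 9233 protein-coding genes this head was the farthest of the untrained heads from the mean of the others, rank 1, at a distance of 0.47 against 0.25 to 0.42 in the other 4, so a difference of the whole library remains a candidate explanation. Its Spearman correlation with the other untrained heads was 0.915 to 0.928, against at least 0.972 between those heads. It also held 54.2 RPKM of roX2 against at most 0.830 in the other 20 heads, a gene named here after its values were seen. Its roX1, 2.00 RPKM, and its Yp1, 25316 RPKM, lay within the other untrained heads, which held 1.81 to 3.41 and 14842 to 27571 RPKM, and this goes against a male fly. Apart from a male fly, no biological explanation was tested for this head.

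The large differences in antimicrobial peptide RNA between heads of the same group were set against 5 explanations. Counting noise of the reads was not large enough, since the spread of DptB was 32.2 times what its reads allow. Rescaling every head did not reduce it. The same 75th percentile, which hardly moved the values, removed -0.780% of the spread of the antimicrobial mean, a slight increase, and the same total RPKM, which moved them more, removed -1.73%. Leaving out untrained replicate 2 removed -1.37%, again an increase. A varying amount of fat body in the dissected head was tested with 8 fat body genes, listed from general knowledge. Within groups, the antimicrobial mean was not related to the mean of these genes (Pearson r = -0.21 over 21 heads, permutation p = 0.405, Spearman rho = -0.16, permutation p = 0.516, and r = -0.18 without the 2 farthest heads). A wider immune response in single flies was tested with 14 other genes that infection induces, listed from general knowledge. Here Pearson r was 0.52 (permutation p = 0.0554) and Spearman rho 0.54 (permutation p = 0.0363), and r was 0.22 without the 2 farthest heads. Adjusted over these 2 relations, the p of r was 0.405 for the fat body genes and 0.111 for the induced genes. A wider response did not pass the threshold set for it, which was on Pearson r, whereas the rank correlation was below 0.05 before adjustment, so a wider response is not excluded. Reads shared between AttA and AttB or between Dpt and DptB were not measured and cannot be excluded for these genes.

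Between 4 hours and 1 hour after training, 9 genes differed by a direct test, named here after their values were seen. Hr38 fell most, with a log2 fold change of -1.60 (limma adjusted p = 1.97e-05), followed by CG10513 with -1.02, sr with -0.78, CG34134 with -0.58, CG32369 with -0.54 and FBgn0086901, which has no symbol here, with -0.36. The clock gene per rose most, by 0.73 (limma adjusted p = 0.00526), with Usp8 at 0.48 and CG2906 at 0.35. In all 9 genes the 5 heads at 4 hours and the 6 at 1 hour did not overlap. Of 32 divisions of these heads that part as many same-numbered pairs, 3 gave at least 9 genes, the real one included, and another gave 159, so by this test the count cannot be told apart from an arbitrary division of the heads. Among 100 divisions drawn without regard to the numbers, 3 gave as many, a share under 0.05, so the 2 tests point different ways and the question stays open. Same-numbered heads were no more alike than others, with mean correlations of -0.0319 and 0.00862. A different time of day at collection was tested with 6 other clock genes, listed from general knowledge after per was seen and before their own values were. Only vri had an unadjusted p below 0.05, so 1 of 6, and this does not settle the question. The log2 fold change of vri was 0.66 (limma adjusted p = 0.207), that of tim 0.43 (limma adjusted p = 0.391) and that of cwo -0.47 (limma adjusted p = 0.601). No biological explanation was tested for Hr38 and sr, since the design has no untrained group for each time.

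Starved and untrained heads differed in 159 genes, a comparison for which the text of the paper mentions memory genes. Of 16 divisions that part as many same-numbered pairs, 3 gave as many genes, the real one included, and the highest other count was 483. The smallest share that 16 divisions can give is above 0.05, so this test could not exclude an arbitrary division of the heads. Among 100 divisions drawn without regard to the numbers, 4 gave as many, a share under 0.05. Starved replicate 3, which is low in yolk protein RNA, had the lowest fat body mean of the starved heads, rank 1, at 2.11 against 4.30 to 5.89. Less fat body in that head is a candidate explanation. A male fly in place of a female is not, since the RNAs roX1 and roX2 were at most 0.891 times the median of the other starved heads.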

How the results depend on the processing

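Counts of changed genes depended on several choices, each changed one at a time, and the cause was not tested for any of the changes below. With the choices used throughout they were 357 genes at 4 hours against untrained heads, 669 at 4 hours against starved heads, 943 at 1 hour against untrained heads, 58 at 1 hour against starved heads, 159 in starved against untrained heads and 9 at 4 hours against 1 hour. A pseudocount of 0.1, a mean RPKM of at least 5, eBayes without a trend and robust eBayes left all 6 counts within 1.5 times these values.

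With every head rescaled to the same total RPKM, 3275 genes changed at 4 hours against untrained heads, 2163 at 1 hour against untrained heads, 855 in starved against untrained heads and 4 at 4 hours against 1 hour. In the first 3 of these, 96.1%, 95.1% and 91.0% of the genes were higher, against 50.1%, 57.2% and 37.1% with the deposited scaling, and the median of all genes moved to 0.30, 0.25 and 0.28. Changes of that size in these comparisons are therefore not separable from the scaling. With the same 75th percentile, 25 genes changed at 4 hours against 1 hour, 72.0% of them higher against 33.3%, and 65 changed at 1 hour against starved heads, 69.2% higher against 81.0%.

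With no filter, 227 genes changed at 4 hours against untrained heads, 34 at 1 hour against starved heads and 79 in starved against untrained heads. With only the 2 groups compared in the fit, 131 changed at 1 hour against untrained heads, 3 at 1 hour against starved heads, 14 in starved against untrained heads and 15 at 4 hours against 1 hour. Of the choices added after the data were seen, voom weights on the recovered reads gave 77 genes in starved against untrained heads and 16 at 4 hours against 1 hour. Sample quality weights gave 2737, 1883, 1679, 157, 1840 and 466 genes in the 6 comparisons in the order above. These weights were lowest for 1-hour replicate 3 (0.205), untrained replicate 2 (0.288) and starved replicate 3 (0.371).

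With the replicate number as a block, a replicate block, 87 genes changed at 4 hours against untrained heads, 355 at 4 hours against starved heads, 9 at 1 hour against starved heads, 54 in starved against untrained heads and 30 at 4 hours against 1 hour. The block gave overlaps of 22 genes with the Experiment 1 sucrose list, past the threshold of Fisher's exact test, and 7 with the courtship list, no longer past it. The antimicrobial mean less the other immune mean at 1 hour against untrained heads, whose exact permutation p was below 0.05 only before adjustment, was 1.01 with the block and no longer below it. Same-numbered heads are different flies, and their deviations from the group means had a mean correlation of -0.0319 over 27 pairs, against 0.00862 over 138 pairs with different numbers.

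Leaving out each head in turn gave 60 to 474 genes at 4 hours against untrained heads, 290 to 803 at 4 hours against starved heads, 278 to 1655 at 1 hour against untrained heads, 30 to 139 at 1 hour against starved heads, 28 to 784 in starved against untrained heads and 4 to 15 at 4 hours against 1 hour. The overlap at 4 hours against untrained heads was 11 to 75 genes with the Experiment 1 sucrose list, 6 to 34 with that list without the sorbose genes and 4 to 41 with the courtship list. The overlap with the courtship list was no longer past the threshold in 5 of these 10 fits, with Fisher's exact p up to 0.786. The overlap of 4 hours against starved heads with the second list of S2 Table was 222 to 421.

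The overlap with the Experiment 1 sucrose list at 4 hours against untrained heads, 60 genes, became 36 with no filter, 138 with only the 2 groups and 75 without untrained replicate 5, each past the threshold of Fisher's exact test. With the same total RPKM it was 442, below what chance gives, and without untrained replicate 1 it was 64, also below. For the list without the sorbose genes, no filter gave 17 and only the 2 groups 58, both past the threshold, the same total RPKM gave 180, and leaving out 4-hour replicate 1 gave 8 and untrained replicate 1 27, these 3 below chance. The overlap with the courtship list was 159 with the same total RPKM, below chance.

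The log2 fold change of DptB kept its sign in all 5 comparisons except under sample quality weights, which gave -0.45 at 4 hours and -0.15 at 1 hour against starved heads. With each head left out it was 1.58 to 3.43 at 4 hours and 1.64 to 2.32 at 1 hour against untrained heads, 0.46 to 2.30 and 0.49 to 1.55 against starved heads, and 0.42 to 1.48 in starved against untrained heads. AttB at 4 hours against untrained heads was -0.33 to 1.46, below 0 without 4-hour replicate 1. With each head left out, the antimicrobial mean differed by 0.55 to 1.77 at 4 hours and 0.97 to 1.51 at 1 hour against untrained heads, by -0.11 to 1.11 and 0.30 to 0.98 against starved heads, with -0.11 without 4-hour replicate 1, and by 0.29 to 0.92 in starved against untrained heads. With only the 9 genes that Fig 1D names, it differed by 2.00 at 4 hours and 2.04 at 1 hour against untrained heads, by 0.92 and 0.95 against starved heads and by 1.08 in starved against untrained heads, on the same side of the threshold. The antimicrobial mean less the other immune mean rose by 0.59 to 1.69 at 4 hours and 0.88 to 1.36 at 1 hour against untrained heads with each head left out. Its unadjusted exact permutation p fell below 0.05 in 2 of 10 fits at 4 hours and rose above it in 8 of 11 at 1 hour, where it was 0.0238 to 0.105.

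Among single genes, imd at 4 hours against untrained heads became 0.17 with the same total RPKM. Tig in that comparison became 0.065 with the same 75th percentile, 0.33 with the same total RPKM, 0.22, 0.032 and 0.082 without 4-hour replicates 1, 3 and 5, and 0.12 without untrained replicate 3, within a range of -0.24 to 0.22 with each head left out. AttD became 0.32 without untrained replicate 2, in a range of -1.14 to 0.32, and GNBP-like3 in starved against untrained heads -0.073 without starved replicate 2, in a range of -0.073 to 0.72. Gclm at 1 hour against untrained heads became -0.079, -0.038 and -0.013 without 1-hour replicates 2, 5 and 6, and -0.018 and -0.088 without untrained replicates 1 and 5, in a range of -0.088 to 0.26. Of 55 single-gene values, 20 kept their sign and their side of the threshold under every alternative set at the start. The other 35 lost the threshold in 138 fits, gained it in 5 and changed sign in 14. The 2 added choices made 8 of these values lose it.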

Differences from the paper's values

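The paper gives 46 genes common to both sucrose experiments, and 25 were found here between the 357 genes that changed at 4 hours against untrained heads and the Experiment 1 list without the sorbose genes. Of the alternatives set before the data were examined, a fit of only the 2 groups compared, with 58 genes, and leaving out untrained replicate 5, with 34, came within 1.5 times the paper's value, and the others did not. The 46 genes were read in Fig 1B as lying outside the sorbose set, a limit that the text of the paper does not state. With the whole Experiment 1 sucrose list 60 genes were shared, within 1.5 times the paper's value.

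In Fig 1C the paper shows about 51 genes common to sucrose and courtship training, read by eye, and 33 of the genes changed here against untrained heads are in the paper's courtship list. Among the alternatives set before the data were examined, rescaling to the same 75th percentile gave 35, a fit of only the 2 groups 53, leaving out untrained replicate 1 37 and leaving out untrained replicate 5 41, each within 1.5 times the paper's value, and the others did not.

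For both sucrose experiments without the sorbose genes the paper's S2 Table lists 169 genes, and 107 of the 669 genes changed here against starved heads are in the Experiment 1 list. Rescaling to the same 75th percentile gave 129, rescaling to the same total RPKM 120, leaving out starved replicate 1 120 and leaving out starved replicate 3 119, all set before the data were examined and within 1.5 times the paper's value. The others did not reach it.

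The paper states that AttB and DptB rise after sucrose training. DptB had a log2 fold change of 2.64 at 4 hours against untrained heads (limma adjusted p = 0.214) and AttB one of 0.85 (limma adjusted p = 0.682), and neither passed the threshold under any alternative run here. The Methods name edgeR and cuffdiff, and neither was run here, so the calls were not made in the same way. The paper's result also rests on Experiment 1 and courtship training and, for DptB, on published courtship data and RT-qPCR. None of these was analysed here. The paper gives DptB as the most consistent gene in its analyses. In these heads its adjusted p was between 0.0500 and 0.438 at 4 hours against untrained heads across the alternatives set before the data were examined, and the log2 fold changes of Dro and Dpt were larger, 3.84 and 3.77.

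The paper states that only the antimicrobial family among the immune genes is consistently altered. The immune genes here come from a list written from general knowledge, not from the paper's own list, so the genes compared may differ. Here 0 of 16 antimicrobial peptide genes passed the threshold in each of the 5 comparisons, with 4, 1, 4, 0 and 1 genes at an unadjusted p below 0.05 for 4 hours against untrained, 4 hours against starved, 1 hour against untrained, 1 hour against starved and starved against untrained heads. Of the other immune genes, 7, 8, 8, 1 and 1 passed it. Some alternatives called single antimicrobial peptide genes. Rescaling to the same total RPKM called Dpt, Drs and Dro at 4 hours against untrained heads (limma adjusted p = 0.0403, 0.0348 and 0.0288) and AttA at 1 hour against untrained heads (limma adjusted p = 0.0465). The same rescaling called GNBP-like3, counted here among the other immune genes, at 4 hours against untrained heads (limma adjusted p = 0.0313). Leaving out 1-hour replicate 2 also called AttA (limma adjusted p = 0.0499). Def was called at 4 hours against starved heads with a mean RPKM of at least 5 (limma adjusted p = 0.0492), with the same 75th percentile (0.0444), with the same total RPKM (0.0482), without 4-hour replicate 5 (0.0286) and without starved replicate 1 (0.0122). Sample quality weights, chosen after seeing the values, called Def in that comparison (limma adjusted p = 0.0265) and Drs in starved against untrained heads (limma adjusted p = 0.0240).

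The paper lists Tig with Gclm among memory genes changed after training. Tig passed the threshold under no alternative run here, and its log2 fold change at 1 hour against starved heads was 0.81, or 0.58 to 0.94 with each head left out.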

Other observations

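The test of library depth was chosen only after the result was seen.

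The counts of changed genes were set against other divisions of the same heads. At 4 hours against untrained heads, 1 of the 16 divisions that part as many same-numbered pairs gave as many genes as the real one, which is itself, and the others gave 0. The same held at 4 hours against starved heads, 1 of 16, where the highest other count was 247. With 16 divisions the smallest possible share is above 0.05, so these 2 tests do not exclude an arbitrary division. Among 100 divisions drawn whatever their pairing, only the real one, 1, gave as many in either comparison. At 1 hour against untrained heads 1 of 32 matched divisions and 1 of 100 drawn gave as many, and the highest other matched count was 92. At 1 hour against starved heads 1 of 32 matched and 2 of 100 drawn gave as many, with 13 as the highest other matched count.

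Training in this experiment followed starvation, so a difference from untrained heads may come from starvation alone. The untrained heads were divided in 10 ways, so that no head served both as control for trained and for starved heads. Of the 943 genes that differed most at 1 hour, a median of 80.8% moved the same way in starved heads (66.3% to 88.1% across the divisions), against 65.6% of all genes tested. Of the 357 genes that differed most at 4 hours, the median was 67.6% (44.3% to 76.8%), against 57.5% of all genes. At 1 hour starvation alone therefore remains a candidate explanation for much of the difference from untrained heads. At 4 hours the range across divisions includes the share of all genes, and the test does not settle it for these genes as a set. Of the genes changed at 4 hours against untrained heads, 121 also differed from starved heads, 119 of them in the same direction. For those 119 the state of the starved heads alone does not give the 4-hour level. Both comparisons share the 4-hour heads, which by itself favors the same direction. No starved group was collected at 4 hours, so starvation of a different length or elapsed time is not excluded. The trained flies were also given sucrose, and no group here had sucrose without the odor. A response to the sugar itself is therefore not excluded in any comparison of trained with starved heads.

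A difference in library depth between trained heads at 4 hours and untrained heads was not seen (exact permutation test, p = 0.444). At 4 hours against untrained heads, the log2 fold change had a Spearman rho of 0.14 with gene length across all genes tested, which are not independent replicates. This is below the 0.3 set for this test, and a small relation with length remains.

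Of the 614 tested genes of the paper's courtship list, from male flies trained to suppress courtship, 33 were among the 357 genes changed at 4 hours against untrained heads, and 20.9 would be by chance (Fisher's exact test, odds ratio 1.68, p = 0.00808). This overlap was no longer past the threshold in 5 of the 10 fits that each left out a head. Against starved heads 92 were among the 669 genes, and 39.1 would be by chance (Fisher's exact test, odds ratio 2.84, p = 4.10e-15). DptB and AttB were in neither set of changed genes.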
